# Uncovering shared and tissue-specific molecular adaptations to intermittent fasting in liver, brain, and muscle

**DOI:** 10.7554/eLife.107332

**Published:** 2026-04-17

**Authors:** Yibo Fan, Senuri De Silva, Nishat I Tabassum, Xiangyuan Peng, Vernise JT Lim, Xiangru Cheng, Keshava K Datta, Rohan Lowe, Terrance G Johns, Mark P Mattson, Suresh Mathivanan, Christopher G Sobey, Eitan Okun, Yong U Liu, Guobing Chen, Mitchell Kim Peng Lai, Dong-Gyu Jo, Jayantha Gunaratne, Thiruma V Arumugam

**Keywords:** intermittent fasting, proteomics, transcriptomics, metabolic reprogramming, Serpin A1c, bioinformatics, Mouse

## Abstract

Intermittent fasting (IF) has emerged as a powerful dietary intervention with profound metabolic benefits, yet the tissue-specific molecular mechanisms underlying these effects remain poorly understood. In this study, we employed comprehensive proteomics and transcriptomics analysis to investigate the systemic and organ-specific adaptations to IF in male C57BL/6 mice. Following a 16 hr daily fasting regimen (IF16) over 4 months, IF reduced blood glucose, HbA1c, and cholesterol levels while increasing ketone bodies, indicative of enhanced metabolic flexibility. Proteomic profiling of the liver, skeletal muscle, and cerebral cortex revealed tissue-specific responses, with the liver exhibiting the most pronounced changes, including upregulation of pathways involved in fatty acid oxidation, ketogenesis, and glycan degradation, and downregulation of steroid hormone and cholesterol metabolism. In muscle, IF enhanced pyruvate metabolism, fatty acid biosynthesis, and AMPK signaling, while suppressing oxidative phosphorylation and thermogenesis. The cerebral cortex displayed unique adaptations, with upregulation of autophagy, PPAR signaling, and metabolic pathways, and downregulation of TGF-beta and p53 signaling, suggesting a shift toward energy conservation and stress resilience. Notably, Serpin A1c emerged as the only protein commonly upregulated across all three tissues, highlighting its potential role in systemic adaptation to IF. Integrative transcriptomic and proteomic analyses revealed partial concordance between mRNA and protein expression, underscoring the complexity of post-transcriptional regulation. Shared biological signaling processes were identified across tissues, suggesting unifying mechanisms linking metabolic changes to cellular communication. Our findings reveal both conserved and tissue-specific responses by which IF may optimize energy utilization, enhance metabolic flexibility, and promote cellular resilience.

## Introduction

In recent decades, the global aging population has increased dramatically, resulting in a corresponding rise in age-related diseases. Age-related decline in the functional capacity of vital organs, including the brain, liver, and skeletal muscle, is well documented and attributed to several interrelated mechanisms including cellular senescence, oxidative stress, mitochondrial dysfunction, and diminished regenerative capacity (López-Otín et al., 2023). Intermittent fasting (IF) and calorie restriction (CR) have emerged as promising interventions that can improve health and counteract disease processes in rodents, non-human primates, and humans (Colman et al., 2009; Hatori et al., 2012; Mattison et al., 2017; Sutton et al., 2018; Teong et al., 2023; Mattson, 2022). Evidence suggests that IF confers protection against a range of age-associated diseases by bolstering cellular stress resistance, enhancing autophagy, and promoting cell growth and plasticity (Arumugam et al., 2010; Longo and Mattson, 2014; Longo and Anderson, 2022; Mattson, 2025). During IF, liver glycogen stores are depleted, leading to low circulating glucose levels, while adipocytes mobilize fatty acids (Anton et al., 2018). These fatty acids are subsequently converted in the liver into the ketone bodies β-hydroxybutyrate (BHB) and acetoacetate (AcAc), which enter the bloodstream and are utilized as alternative energy substrates by neurons and other cell types. This metabolic shift, characterized by the transition from carbohydrate and glucose utilization to the reliance on fatty acids and ketones, is referred to as the metabolic switch (Mattson et al., 2018).

Intermittent metabolic switching enhances physiological functions across multiple organ systems by regulating the expression of specific genes and proteins (Kim et al., 2018a; Ng et al., 2022; Arumugam et al., 2023; Mattson, 2025). IF-induced metabolic switching has been shown to upregulate genes involved in organ remodeling, influencing key metabolic pathways such as AMPK signaling, insulin signaling, and cellular signaling cascades involving protein chaperones and trophic factors (Mattson et al., 2018). These IF-mediated alterations in gene expression are likely influenced by changes in the epigenetic landscape, including DNA methylation and histone modifications (Asif et al., 2020; Ng et al., 2022; Selvaraji et al., 2022; Tabassum et al., 2025). Furthermore, our recent deep proteomic and phosphoproteomic analyses of heart tissue revealed multiple adaptive responses of cardiac cells to IF (Arumugam et al., 2023). While these studies shed light on the mechanistic foundations of IF, a comprehensive and systematic analysis is needed to identify the unique and shared protein changes of cells in various organs in response to IF.

This study explores the proteomic and transcriptomic responses to IF of three distinct organ systems: the liver, the brain, and skeletal muscle. By systematically analyzing expression patterns in response to IF, we identified differentially expressed proteins (DEPs) and investigated their roles in metabolic and cell signaling pathways. Through comparative analysis of these proteins across the three organs, we uncovered critical processes that may underlie the health benefits of IF. Our integrative approach revealed both common and tissue-specific protein network of common and unique proteins that link IF to systemic physiological effects. To our knowledge, this is the first study that provides a comprehensive understanding of how IF modulates proteomes across multiple organs, offering novel insights into the molecular mechanisms driving its health-promoting effects.

## Results and discussion

Male C57BL/6 mice were fed a normal chow diet and randomly assigned to AL or daily IF16 schedules beginning at 6 weeks of age. The study design, including the timing of experimental interventions and blood and tissue collections, is summarized in Figure 1—figure supplement 1A. To determine the extent to which 8 hr IF affects energy metabolism, we measured the blood glucose, HbA1c, ketone and cholesterol levels, and body weight of all mice during the 4-month dietary intervention period. Mice in the IF group exhibited a significant decrease in blood glucose and HbA1c levels compared to the AL group (Figure 1—figure supplement 1B and C). IF mice exhibited blood ketone levels that were two- to threefold greater than mice in the AL group (Figure 1—figure supplement 1D). In addition, IF mice exhibited lower blood cholesterol levels compared to AL (Figure 1—figure supplement 1E). IF animals exhibited significantly lower body weight and body weight changes compared to AL mice during the 4-month dietary intervention period (Figure 1—figure supplement 1F and G).

### Proteomic profiling

To gain a comprehensive understanding of the mechanisms affected by IF in the liver, muscle, and brain, we performed proteome profiling of these tissues using seven biological replicates from each dietary group (AL = 7, IF = 7; Figure 1, Figure 1—figure supplement 2A–D). Mass spectrometry-based quantitative proteomics analysis of these tissues identified a total of 4777 proteins in the liver (Supplementary file 1). Of these, 835 proteins (17.5%) were differentially expressed in IF liver compared to the control AL group (Figure 1A and B and Supplementary file 1). In muscle, we identified 2709 proteins, with 155 (5.7%) showing differential expression in IF muscle (Figure 1C and D and Supplementary file 1). In the cerebral cortex, we identified 6332 proteins, of which 294 (6%) were differentially expressed in IF cerebral cortex (Figure 1E and F and Supplementary file 1). We next analyzed the DEPs across all organs to assess their biological significance.

**Figure 1.**
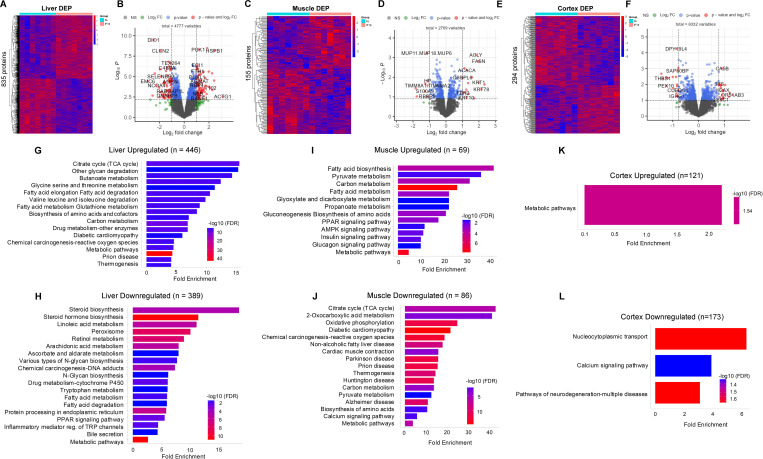
Differential protein expression and functional analysis in response to intermittent fasting across multiple tissues. (**A**) Heatmap of proteins significantly differentially expressed in IF group and AL group in liver (**A**), in muscle (**C**), and in cerebral cortex (**E**). The color scale denotes z-score normalized protein abundances. Red denotes higher protein abundance, and blue lower protein abundance. (**B**) Volcan plot of all protein expression in IF groups in comparison to the AL group in liver (**B**), in muscle (**D**), and in cerebral cortex (**F**). Each dot represents a protein. Red dots showing protein with p<0.05 and |log2FC|>1. Blue dots showing proteins with p<0.05 and 0<|log2FC|<1. Green dots showing proteins with p>0.05 and |log2FC >1|. (**G**) Enrichment analysis of modulated processes and pathways in IF groups in comparison to the AL group in both upregulated and downregulated pathways in liver (**G,H**), muscle (**I, J**), and cerebral cortex (**K, L**). The FDR was controlled at 0.05. Each bar represents a functional process or pathway. Red denotes higher protein abundance, and blue lower protein abundance. n=7 mice in each group.

**Figure 1—figure supplement 1.**
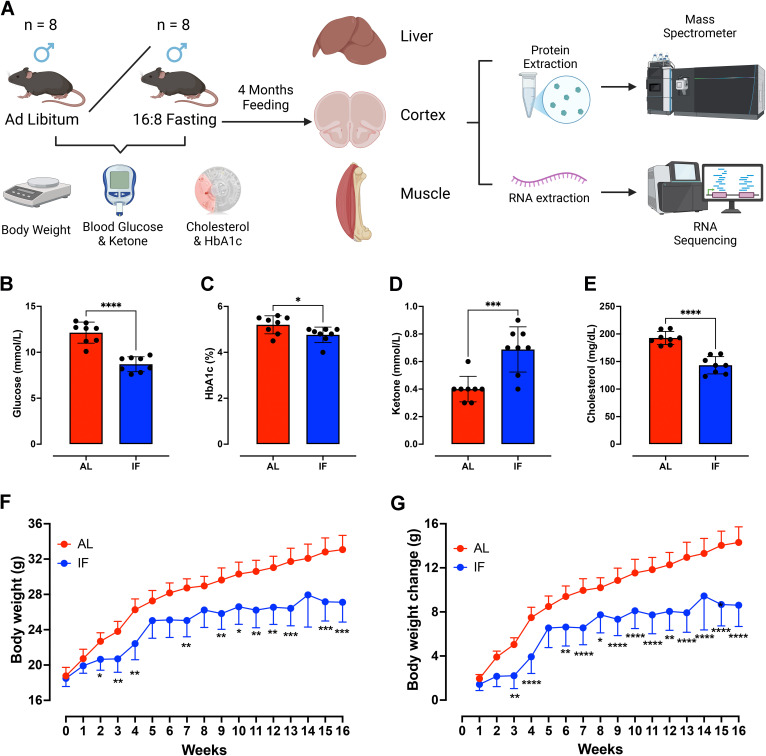
Experimental design and metabolic analysis. Male mice were divided into two groups: Ad Libitum (AL) and 16:8 fasting (IF) (**A**). Metabolic parameters measured at termination included: fasting blood glucose (**B**), HbA1c (**C**), ketone bodies (**D**), and total cholesterol (**E**) (mean ± SEM; two-tailed paired t-test: **p<0.01, ***p<0.001, ****p<0.0001 vs AL). Panels **F** and **G** show weekly body weight trajectories and net weight change (mean ± SEM; two-way ANOVA with Tukey’s post hoc: *p<0.05, **p<0.01 vs AL). (n=8 per group). Panel A was created using BioRender.com.

**Figure 1—figure supplement 2.**
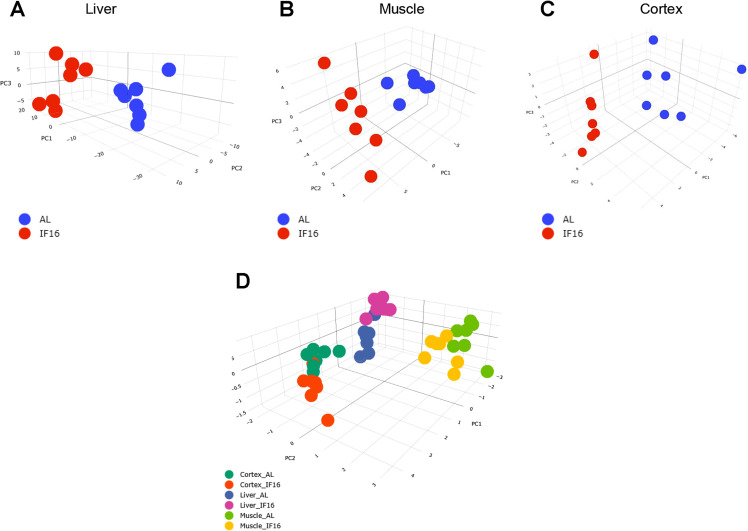
3D principal component analysis (PCA) of proteomic profiles. 3D PCA plots visualizing the separation of proteomic profiles between the AL group and IF group in liver (**A**), muscle (**B**), and cerebral cortex (**C**). Combined 3D PCA plot illustrating the global separation of all samples across the three tissues (Liver, Muscle, Cortex) and dietary conditions (AL vs. IF) (**D**). Each dot represents an individual biological replicate (n=7 mice per group).

In the liver, IF led to the upregulation of 446 proteins, predominantly associated with metabolic pathways. These pathways exhibited a >10-fold enrichment in key processes such as the citrate cycle, glycan degradation, butanoate metabolism, glycine, serine, and threonine metabolism, and fatty acid metabolism, among others (Figure 1G). Enhancement of these pathways in response to IF may optimize energy metabolism: the citrate cycle is activated to efficiently oxidize fatty acids and generate ATP, while glycan degradation facilitates the conversion of stored glycans into readily usable sugars. Additionally, increased butanoate metabolism enables the liver to utilize short-chain fatty acids, enhancing its adaptation to fasting conditions (Zhou et al., 2017). Interestingly, proteins involved in thermogenesis were also upregulated. Conversely, IF resulted in the downregulation of 389 proteins in the liver, with enrichment observed in pathways such as steroid synthesis and linoleic acid metabolism, alongside other biosynthetic processes (Figure 1H). This likely reflects the liver’s prioritization of energy-producing pathways over steroid hormone synthesis during fasting (Seoane-Collazo et al., 2018). Metabolic switching and altered signaling pathways under IF conditions may suppress enzymes involved in steroidogenesis (Grasfeder et al., 2009). This metabolic shift underscores the liver’s ability to maintain energy balance and metabolic flexibility in response to limited nutrient availability, highlighting the adaptive mechanisms driven by IF (Smith et al., 2018).

Among the 69 proteins upregulated in skeletal muscle in response to IF, pathways such as pyruvate metabolism, fatty acid biosynthesis, and carbon and fatty acid metabolism exhibited over 20-fold enrichment in IF-fed animals compared to AL-fed controls (Figure 1I). This upregulation suggests that IF enhances the muscle’s capacity for energy production and substrate utilization, particularly through the activation of metabolic pathways critical for processing pyruvate and synthesizing fatty acids. Additionally, key bioenergetic pathways, including AMPK, PPAR, insulin, and glucagon signaling were upregulated, perhaps indicating that IF promotes metabolic efficiency in muscle by enhancing energy sensing, lipid metabolism, and glucose homeostasis. Conversely, IF led to the downregulation of 86 proteins in skeletal muscle, which were primarily associated with pathways such as the citrate cycle, oxidative phosphorylation, and thermogenesis (Figure 1J). Critically, this coordinated downregulation should not be interpreted as a simple reduction in mitochondrial oxidative capacity. Rather, it likely reflects a profound metabolic adaptation to intermittent fasting, where muscle enters a more efficient bioenergetic state. During the fasting window, the primary fuel shifts from glucose to lipids, requiring efficient fatty acid β-oxidation. The observed downregulation may indicate a remodeling of the mitochondrial proteome to optimize electron flow, thereby reducing proton leak and unnecessary thermogenesis to conserve energy. This reprioritization from a glycolytic to a lipid-oxidative phenotype represents a key adaptation to periodic nutrient scarcity. Notably, muscle’s response to IF differs significantly from that of the liver, highlighting tissue-specific adaptations to fasting and feeding cycles. While the liver predominantly upregulates pathways involved in gluconeogenesis, glycan degradation, and fatty acid oxidation, muscle appears to fine-tune its metabolic machinery to balance energy production and substrate utilization in a distinct manner. These findings underscore the organ-specific effects of IF, revealing how different tissues coordinate their metabolic responses to optimize energy balance and physiological function under restricted feeding conditions.

Unlike the liver and muscle, 121 upregulated proteins in the cerebral cortex were primarily linked to metabolic pathways (Figure 1K). In contrast, 173 proteins were downregulated in the cerebral cortex, with significant associations observed in pathways such as nucleocytoplasmic transport, calcium signaling, and processes related to neurodegeneration (Figure 1L). These findings highlight the distinct metabolic and functional adaptations of the cortex to IF, which differ markedly from those observed in the liver and muscle.

### Identification of altered proteins and metabolic pathway dynamics

To investigate the major metabolic and signaling pathways responsive to IF in the liver, cerebral cortex, and muscle, we further analyzed DEPs in these tissues. Notably, the liver exhibited the highest number of DEPs (Figure 2A, Supplementary file 1 and Supplementary file 2), which are primarily involved in metabolic processes. In contrast, fewer changes were observed in muscle (Figure 2B, Supplementary file 2Supplementary file 1 and Supplementary file 2) and the cerebral cortex (Figure 2C, Supplementary file 1 and Supplementary file 2). In response to IF, the liver exhibits upregulation of several proteins that are intricately involved in key metabolic pathways (Figure 2A). Proteins such as PDK2, PDHB, and MECR play critical roles in mitochondrial energy metabolism, including pyruvate metabolism and fatty acid oxidation, which are essential for maintaining energy homeostasis during fasting (Luo et al., 2022a; Jiang et al., 2023; Qian et al., 2020). Enzymes like ACADL, DECR1, and BDH1 are directly involved in lipid metabolism, facilitating the breakdown and utilization of fatty acids as an energy source (Diekman et al., 2021; Mäkelä et al., 2019; Williams et al., 2024). Additionally, CTH, CES1C, and GSTMs (e.g. GSTM2, GSTM3) contribute to detoxification and antioxidant pathways, protecting the liver from oxidative stress induced by metabolic shifts (Katsouda et al., 2023; Gan et al., 2023; Fafián-Labora et al., 2020). Proteins such as GPX3, FDXR, and AKR1B1 further support redox balance and stress response mechanisms (Wu et al., 2023; Mohibi et al., 2024; Yu et al., 2024). Meanwhile, FABP5, PCYT1A, and LPIN2 are associated with lipid transport and phospholipid biosynthesis, ensuring proper lipid handling and membrane integrity (Seo et al., 2020; Haider et al., 2018; Zhang et al., 2019). Finally, HEXA, CTBS, and GUSB are linked to glycosphingolipid and carbohydrate metabolism, highlighting the liver’s role in managing glucose and glycoconjugate processing during fasting (Montgomery et al., 2023; Persichetti et al., 2012; Bramwell et al., 2015). In response to IF, the downregulation of key proteins in the liver reflects a shift in metabolic priorities and reduced activity in specific pathways. For instance, CYP450 enzymes such as CYP2E1, CYP3A13, and CYP7B1 are involved in xenobiotic metabolism and bile acid synthesis, suggesting a potential reduction in detoxification processes during fasting (Esteves et al., 2021). Similarly, ACACA and ACACB, key enzymes in fatty acid synthesis, are downregulated, aligning with the suppression of lipogenesis when energy intake is limited (Dong et al., 2024; Bhattacharjee et al., 2020). Proteins like HMGCS1 and FDFT1, which are critical for cholesterol biosynthesis, also show reduced expression, indicating a slowdown in sterol production (Qin et al., 2024; Ha and Lee, 2020). Additionally, PFKL, a regulator of glycolysis, is downregulated, reflecting a decreased reliance on glucose metabolism during fasting (Meng et al., 2024). The downregulation of FADS1 and ACSL1, involved in fatty acid desaturation and activation, further highlights a shift away from lipid processing and storage (Reynolds et al., 2020; Wang et al., 2024).

**Figure 2.**
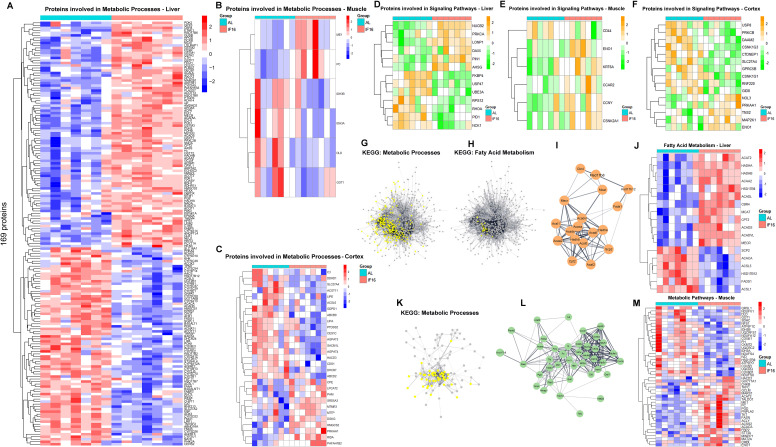
Differential expression patterns of proteins, functional analysis, and associated protein networks across multiple tissues in response to intermittent fasting across multiple tissues. (**A**) Heatmap of significantly different proteins involved in metabolic process in IF group in comparison to AL group in liver (**A**), muscle (**B**), and cerebral cortex (**C**). (**D**) Heatmap of significantly different proteins involved in signaling pathways in IF group in comparison to AL group in liver (**D**), muscle (**E**), and cerebral cortex (**F**). (**G**) Functional transition network that shows metabolic processes (**G**) and fatty acid metabolism (**H, I**) in response to IF in liver and metabolic processes (**K, L**) in response to IF in muscle. (**J**) Heatmap of fatty acid metabolism-related protein expression in response to IF in liver. (**M**) Heatmap of metabolic pathways-related protein expression in response to IF in muscle. The FDR was controlled at 0.05 for GO biological processes and pathway databases. The functional transition network was based on gene set similarity as p-value <0.01. n=7 mice in each group.

**Figure 2—figure supplement 1.**
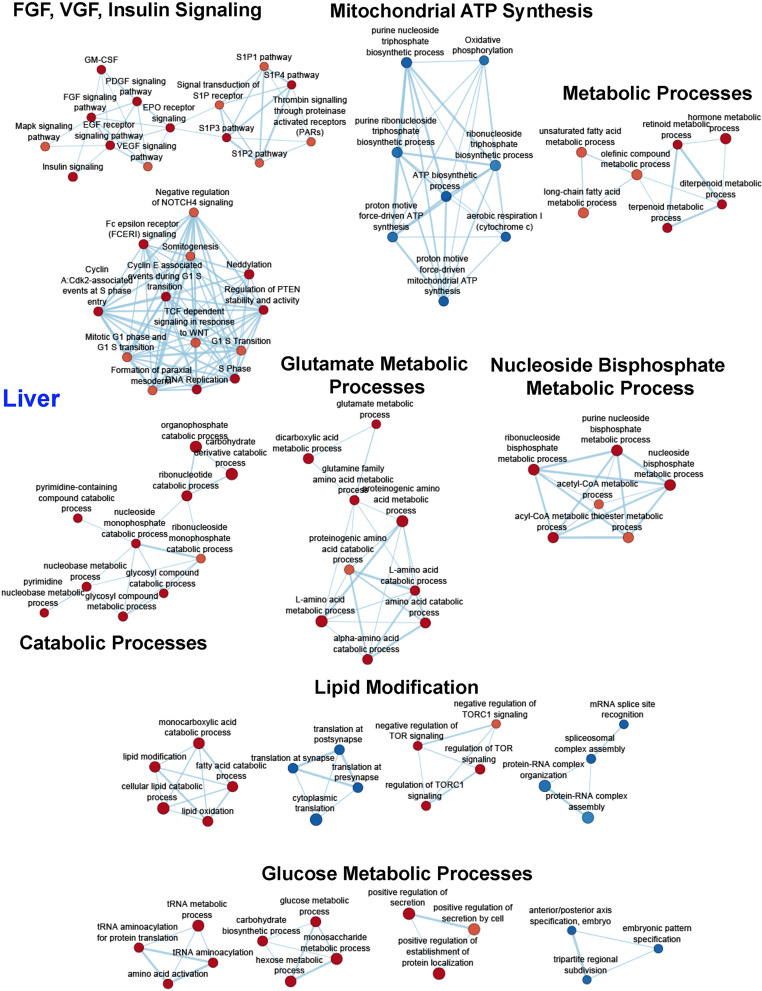
Network mapping of IF-responsive proteins in liver. Protein-protein interaction networks generated using STRING analysis highlight multiple functional pathways associated with proteins differentially expressed in liver in response to intermittent fasting. Red denotes increased expression, and blue denotes decreased expression. n=7 each group.

**Figure 2—figure supplement 2.**
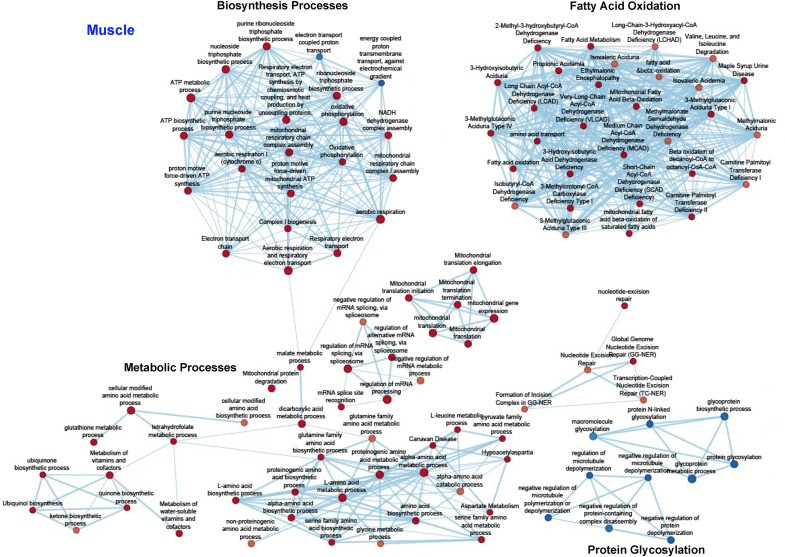
Network mapping of IF-responsive proteins in muscle Protein-protein interaction networks generated using STRING analysis highlight multiple functional pathways associated with proteins differentially expressed in muscle in response to intermittent fasting. Red denotes increased expression, and blue denotes decreased expression. n=7 each group.

**Figure 2—figure supplement 3.**
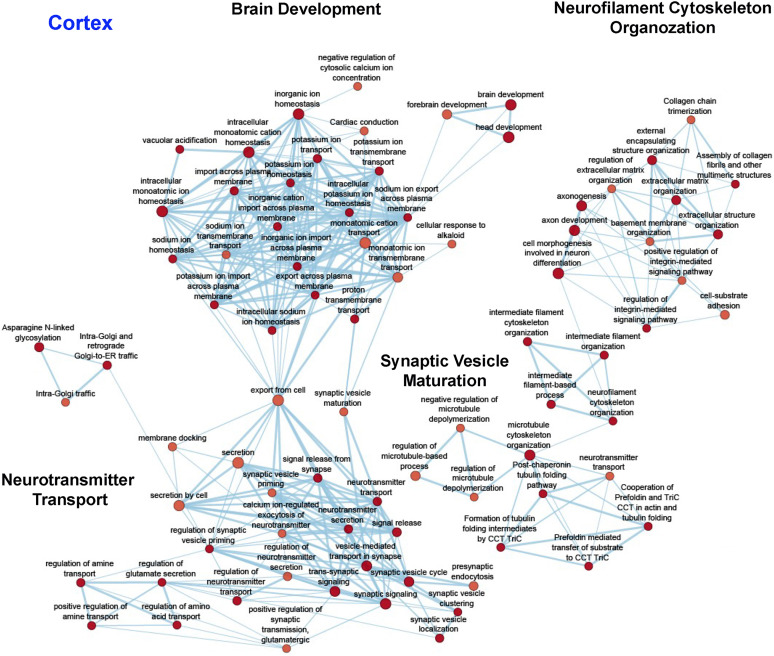
Network mapping of IF-responsive proteins in cortex Protein-protein interaction networks generated using STRING analysis highlight multiple functional pathways associated with proteins differentially expressed in cortex in response to intermittent fasting. Red denotes increased expression, and blue denotes decreased expression. n=7 each group.

The downregulation of key proteins in muscle tissue reflects a shift in metabolic activity and energy utilization (Figure 2B). For instance, DLD and IDH3A/IDH3B are crucial components of the TCA cycle, suggesting a reduction in mitochondrial oxidative metabolism during fasting (Capitanio et al., 2017; Liu et al., 2020a). Similarly, GOT1, which plays a role in amino acid metabolism and the malate-aspartate shuttle, is downregulated, indicating a potential decrease in amino acid catabolism and nitrogen handling (Sun et al., 2019).

The upregulation of key proteins in the cerebral cortex highlights adaptive changes in metabolic and signaling pathways (Figure 2C). PRKAA1, a subunit of AMPK, is upregulated, indicating enhanced cellular energy sensing and regulation, which promotes energy conservation and catabolic processes (Yang et al., 2020). HMGCS2, a critical enzyme in ketogenesis, suggests an increased production of ketone bodies, providing an alternative energy source for the brain during fasting (Asif et al., 2022). LPCAT2 and PAFAH1B2, involved in phospholipid metabolism and inflammatory signaling, respectively, may play roles in maintaining membrane integrity and modulating neuroinflammatory responses (Cotte et al., 2018; Sudarov et al., 2018). Additionally, PAM and CPE are associated with neuropeptide processing, potentially influencing neuronal signaling and stress adaptation (Powers et al., 2021; Chen et al., 2023). In response to IF, the downregulation of key proteins in the cortex reflects a shift in metabolic and signaling pathways to adapt to reduced nutrient availability. ACSL6 and SLC27A4, involved in fatty acid activation and transport, respectively, show reduced expression, suggesting a decrease in lipid metabolism and utilization in the cortex during fasting (Fernandez et al., 2021; Anderson and Stahl, 2013). LIPE and LIPA, which play roles in lipid hydrolysis and cholesterol metabolism, are also downregulated, indicating a suppression of lipolytic and sterol-related processes (Adom et al., 2024; Arnaboldi et al., 2020). CES1C, an enzyme involved in ester hydrolysis, further supports the downregulation of lipid metabolism pathways (Gan et al., 2023). Additionally, PTDSS2, associated with phospholipid synthesis, is reduced, pointing to a slowdown in membrane lipid production (Yang et al., 2019).

The liver undergoes significant changes in signaling pathways mediated by the upregulation and downregulation of key proteins (Figure 2D, Supplementary file 1 and Supplementary file 2) in response to IF. Upregulated proteins such as NUCB2 and PRKCA play roles in calcium signaling and cellular stress responses, potentially enhancing adaptive mechanisms to maintain energy homeostasis (Liu et al., 2020b; Wang et al., 2017). LONP1, a mitochondrial protease, supports protein quality control and metabolic efficiency, while DAXX and PIN1 are involved in apoptosis regulation and cell cycle signaling, respectively, suggesting a balance between cell survival and stress adaptation (Zhao et al., 2022; Tang et al., 2020; Chen et al., 2018a). On the other hand, downregulated proteins like FKBP4 and USP47, which are associated with steroid receptor signaling and protein stabilization, indicate a reduction in steroid hormone activity and protein turnover (Kageyama et al., 2021; Lei et al., 2021). UBE3A and RPS12, linked to ubiquitin-mediated degradation and ribosomal function, reflect a slowdown in protein synthesis and degradation pathways (Avagliano Trezza et al., 2021; Kale et al., 2018). Additionally, the downregulation of RHOA, PID1, and NCK1, which regulate cytoskeletal dynamics and cell signaling, points to reduced cellular motility and signaling activity (Li et al., 2012; Yang et al., 2023a; Li et al., 2014).

The upregulation and downregulation of specific proteins in muscle tissue reflect adaptive changes in signaling pathways to optimize energy utilization and cellular function in response to IF (Figure 2E, Supplementary file 1 and Supplementary file 2). Upregulated proteins such as CCNY and CSNK2A1 are involved in cell cycle regulation and phosphorylation-dependent signaling, suggesting enhanced cellular repair and stress adaptation mechanisms (Opacka et al., 2023; Yang et al., 2023b). ENO1, a key glycolytic enzyme, indicates a potential shift in energy metabolism to maintain ATP production under nutrient scarcity (Huppertz et al., 2022). CCAR2 and KRT6A are associated with DNA damage response and cytoskeletal integrity, respectively, highlighting the muscle’s efforts to maintain structural stability and genomic fidelity during fasting (Iyer et al., 2022; Rorke et al., 2015). Conversely, the downregulation of CD44, a cell surface glycoprotein involved in cell adhesion and signaling, suggests reduced inflammatory signaling and cellular interactions, which may help conserve energy and minimize unnecessary cellular activity (Wolf et al., 2020).

The cerebral cortex exhibits adaptive changes in signaling pathways mediated by the upregulation and downregulation of key proteins, many of which contribute to beneficial neuroprotective and metabolic effects (Figure 2F, Supplementary file 1 and Supplementary file 2). Upregulated proteins such as PRKAA1 enhance energy sensing and promote cellular resilience by activating pathways that support mitochondrial function and energy efficiency (Yang et al., 2018). MAP2K1 supports cell survival and growth signaling (Mizuno et al., 2023). NOL3 and TNS2 are involved in anti-apoptotic signaling and cytoskeletal organization, respectively, further promoting neuronal stability and repair (Wu et al., 2024; Cheng et al., 2018). Conversely, the downregulation of proteins such as PRKCB and USP8 reduces inflammatory and stress-related signaling, while SLC27A4 and GPRC5B indicate a shift away from lipid metabolism and non-essential signaling (Griss et al., 2019; Zhao et al., 2020; Maekawa et al., 2015; Kim et al., 2018b).

To better understand how metabolic protein networks are restructured in response to IF, we compiled protein-protein interactions (PPIs) for all IF-responsive proteins and investigated their functional interplay in the liver (Figure 2G–J) and muscle (Figure 2K–M). Our analysis identified closely associated protein networks that are associated with fatty acid metabolism in the liver and analyzed their expression levels in response to IF (Figure 2I and J). IF induces significant metabolic adaptations in muscle tissue, as revealed by the upregulation and downregulation of key proteins identified through PPI/KEGG networks. Upregulated proteins such as PGD, TKT, FASN, ACLY, ACACA, MAT2A, ENO1, and GCLM highlight a shift toward enhanced lipid metabolism, redox balance, and stress protection (Wakai et al., 2017; Tian et al., 2020; Schroeder et al., 2021; Lin et al., 2013; Luo et al., 2022b; Krejsa et al., 2010). PGD and TKT support NADPH production, while FASN, ACLY, and ACACA drive fatty acid synthesis, reflecting a response to energy fluctuations (Currie et al., 2013; TeSlaa et al., 2023). MAT2A and GCLM indicate increased methionine metabolism and glutathione synthesis, safeguarding against oxidative stress, while ENO1 underscores the persistence of glucose metabolism (Cheng et al., 2024). Conversely, downregulated proteins like IDH3B, FH, DLD, NDUFV1, COX4I1, IVD, and CKMT2, involved in the TCA cycle and mitochondrial energy production, suggest a reduced reliance on oxidative metabolism as muscle tissue conserves energy and prioritizes alternative fuel sources (Zhu et al., 2022; Solaimuthu et al., 2022; Fuhrmann and Brüne, 2017; Čunátová et al., 2021; Lin et al., 2024). Together, these changes illustrate a coordinated metabolic shift, balancing energy production, lipid utilization, and stress responses to maintain homeostasis during fasting. This dynamic adaptation underscores the metabolic flexibility of muscle tissue and provides valuable insights into the molecular mechanisms underlying IF.

Furthermore, we have identified additional metabolic and bioenergetic networks modulated by IF across different tissues. In the liver (Figure 2—figure supplement 1), these networks include FGF and insulin signaling, glutamate metabolism, and nucleoside diphosphate metabolic processes, highlighting the liver’s central role in energy regulation and metabolic homeostasis. In muscle (Figure 2—figure supplement 2), processes such as biosynthesis and protein glycosylation were prominent, reflecting tissue-specific adaptations to nutrient availability. In the cortex (Figure 2—figure supplement 3), pathways related to brain development, neurotransmitter transport, synaptic vesicle maturation, and cytoskeleton organization were observed, underscoring the brain’s adaptive responses to fasting. Collectively, these findings demonstrate the systemic impact of IF, revealing tissue-specific metabolic reprogramming that supports energy conservation, cellular maintenance, and functional adaptation.

### Identification of shared and tissue-specific biological processes

While the health benefits of IF are well documented, the underlying molecular mechanisms driving these effects remain poorly understood, particularly whether they are mediated through shared or tissue-specific pathways. To address this knowledge gap, we conducted a comparative analysis to identify unique and shared biological processes across the liver, muscle, and cortex in response to IF. First, we compared all proteins expressed in the IF groups across the liver, muscle, and cerebral cortex, identifying 1997 proteins commonly expressed in response to IF (Figure 3A, Supplementary file 3). Next, to elucidate the shared and tissue-specific mechanisms of IF, we focused on DEPs that showed significant changes compared to the AL control group (Figure 3B, Supplementary file 3). Our analysis revealed that Serpin A1c was the only protein commonly dysregulated across all three organs, suggesting a potentially central role for this protein in the systemic response to IF. The observation that Serpin A1c levels increase in the liver but decrease in muscle and cerebral cortex in response to IF suggests a tissue-specific regulatory role for this protein during metabolic adaptation to IF (Figure 3C, Supplementary file 3). In the liver, the upregulation of Serpin A1c, a serine protease inhibitor, may reflect a protective mechanism to modulate inflammation or protein degradation as the body shifts toward fat metabolism and ketogenesis during fasting (Okagawa et al., 2024). Conversely, its reduction in muscle and cerebral cortex could indicate a reduced need for protease inhibition in these tissues, possibly to facilitate protein breakdown for energy or to utilize resources under fasting conditions (Sanfeliu et al., 2019; Pattamaprapanont et al., 2024). These differential responses highlight how IF can trigger distinct molecular adjustments across tissues, reflecting their unique metabolic demands and contributions to whole-body homeostasis. To validate this finding, we performed immunohistochemistry to assess Serpin A1c expression in liver tissues obtained from both IF and AL fed animals. The results confirmed that IF upregulates the expression levels of Serpin A1c in the liver (Figure 3D).

**Figure 3.**
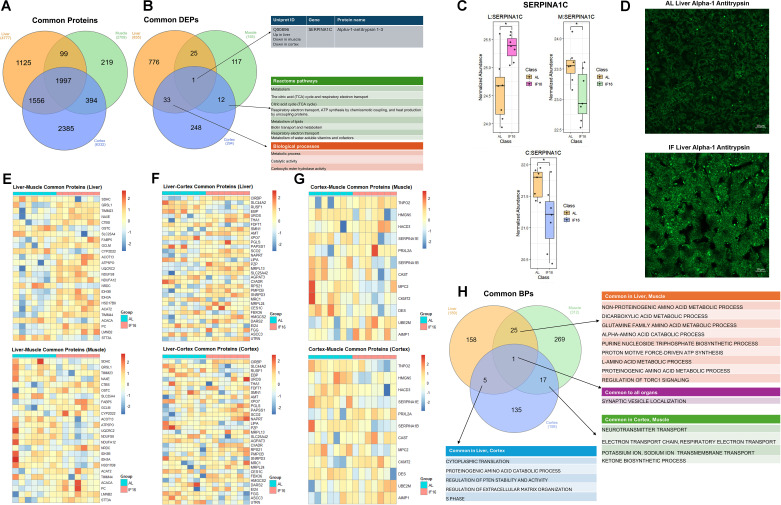
Integrative analysis of protein expression and functional enrichment across multiple tissues. (**A**) Venn diagram illustrating common proteins shared among the liver, muscle, and cerebral cortex. (**B**) Venn diagram depicting common differentially expressed proteins across the liver, muscle, and cortex. (**C**) Expression levels of Serpin A1c in the liver, muscle, and cerebral cortex. (**D**) Alpha1-antitrypsin staining in green in the liver of both AL and IF mice. n=3 mice in each group. (**E**) Heatmap of overlapping differentially expressed proteins between the liver and muscle. (**F**) Heatmap of overlapping differentially expressed proteins between the liver and cerebral cortex. (**G**) Heatmap of overlapping differentially expressed proteins between the cerebral cortex and muscle. (**H**) Venn diagram highlighting common biological processes shared among the liver, muscle, and cerebral cortex. Data was presented as mean ± SEM with p<0.05 was defined as significantly different. n=7 mice in each group.

**Figure 3—figure supplement 1.**
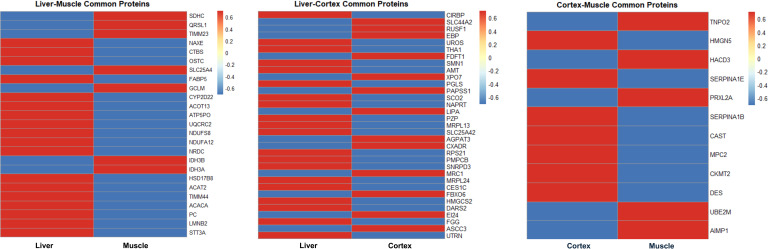
Shared differentially expressed proteins across organs in response to intermittent fasting. Heatmaps depict differentially expressed proteins common to (**A**) liver and muscle, (**B**) liver and cortex, and (**C**) cortex and muscle. Protein expression levels are represented by colors, corresponding to normalized protein intensities. Red denotes increased expression, and blue denotes decreased expression. n=7 each group.

Next, we conducted an organ-to-organ comparison to identify common DEPs in response to IF. Between the liver and muscle, we identified 25 proteins that were differentially expressed (Figure 3E, Supplementary file 3). Notably, LMNB2 (involved in nuclear envelope integrity and cell cycle regulation; Ji et al., 2022), PC (a key enzyme in gluconeogenesis and anaplerosis; Hughey and Crawford, 2019), and CTBS (associated with lysosomal function and glycoprotein metabolism; Yadati et al., 2020) were upregulated in both organs, suggesting their roles in supporting metabolic adaptation and cellular homeostasis during fasting. In contrast, SDHC (a subunit of mitochondrial complex II, critical for the electron transport chain; Bandara et al., 2021) was downregulated in both tissues, potentially reflecting a reduction in oxidative phosphorylation to conserve energy under nutrient scarcity. The remaining common DEPs exhibited opposing expression patterns, highlighting distinct, organ-specific responses to IF.

Between the liver and cerebral cortex, we identified 33 proteins that were differentially expressed in response to IF (Figure 3F, Supplementary file 3). Among the upregulated proteins, CIRBP (involved in stress response and RNA stabilization; Zhu et al., 2024), UROD (essential for heme biosynthesis; Nilsson et al., 2009), SCO2 (critical for mitochondrial function and energy production; Sung et al., 2010), NAPRT (a key enzyme in NAD +biosynthesis; Carreira et al., 2023), MRPL13 (involved in mitochondrial protein synthesis; Cámara et al., 2011), RPS21 (essential for protein translation; Dinh et al., 2021), PMPCB (crucial for mitochondrial protein import; Michaelis et al., 2022), and HMGCS2 (a rate-limiting enzyme in ketogenesis; Kim et al., 2019a) were upregulated in both organs. Upregulation of these proteins collectively suggests enhanced stress resilience, mitochondrial function, and metabolic adaptation during fasting. Among the downregulated proteins, RUSF1 (implicated in cell signaling; Huttlin et al., 2010), LIPA (involved in lipid metabolism; Lettieri Barbato et al., 2013), XPO7 (associated with nuclear transport; Aksu et al., 2018), and AGPAT3 (involved in phospholipid biosynthesis; Zhou et al., 2024) were reduced, potentially reflecting a shift in energy utilization and cellular homeostasis. These findings highlight the coordinated yet distinct responses of the liver and cerebral cortex to IF, emphasizing the interplay between shared and tissue-specific mechanisms in metabolic reprogramming. The remaining shared DEPs displayed divergent expression profiles, underscoring the tissue-specific adaptations that occur in response to IF.

Among the 12 DEPs identified between the cortex and muscle in response to IF (Figure 3G, Supplementary file 3), PRXL2A (involved in oxidative stress response; Chen et al., 2019), UBE2M (critical for protein ubiquitination and degradation; Zhou et al., 2018), and AIMP1 (associated with inflammation and angiogenesis; Zhou et al., 2020) were upregulated. Upregulation of these proteins suggests enhanced cellular stress resilience, protein homeostasis, and regulatory signaling in both tissues during fasting. Conversely, the downregulated proteins included DES (essential for muscle structural integrity; Agnetti et al., 2022), MPC2 (crucial for pyruvate transport and energy metabolism; Pujol et al., 2023), Serpin A1b (involved in protease inhibition and inflammation; Bidooki et al., 2023), and Serpin A1e (also implicated in protease regulation; Zhang et al., 2022). The reduction of these proteins may reflect tissue-specific adaptations, such as altered structural maintenance in muscle and modulated inflammatory responses in the cortex. These findings highlight the distinct yet coordinated molecular mechanisms underlying tissue-specific responses to IF.

We also compared the expression levels of all common DEPs in response to IF relative to AL feeding across the liver, muscle, and cerebral cortex to identify the organs in which these proteins were most highly regulated (Figure 3—figure supplement 1). Additionally, we analyzed the common biological processes modulated by IF across all three tissues. Intriguingly, synaptic vesicle localization was the only biological process shared among the liver, muscle, and cortex (Figure 3H, Supplementary file 3). This finding suggests a potential role for synaptic vesicle regulation in the systemic adaptation to IF, possibly linking metabolic changes to neuronal regulation of peripheral organs. Although the liver and muscle are not traditionally associated with synaptic function, this conserved process may indicate a broader, unifying neural mechanisms underlying organ responses to nutrient stress.

### Analysis of RNA-protein concordance

Having established that IF modulates the proteome in the liver, muscle, and cortex, we next investigated the transcriptome to explore IF-induced effects in these organs. 

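The RNA-seq data cover liver, skeletal muscle and cerebral cortex of male C57BL/6 mice that were fed ad libitum (AL) or fasted for 16 h each day (IF) for 4 months from 6 weeks of age. The labels list 8 AL and 8 IF male mice per tissue, and the paper states n=7 mice per group for the transcriptome. The mouse numbers that head the columns of the paper's proteome tables leave out AL mouse 2 and IF mouse 10, so the values over the remaining 7 mice per group are given first and those over all 8 second. The paper gives no reason for leaving these mice out, and which 7 libraries it used for the transcriptome is not known. Row names in another supplement of the paper would leave out IF mouse 9 in place of IF mouse 10. That choice is therefore given as an alternative. The AL and IF mice carry the replicate numbers 1 to 8 in the labels but are different animals. Poly-A RNA was made into libraries, which were read on an Illumina NovaSeq system, and the authors aligned the reads to GRCm39 with Hisat2 and counted them per gene with featureCounts. The deposited values are these read counts for 56748 genes, without normalization.

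Over the 7 mice per group, between 26097314 and 44763638 reads per library were counted on genes in AL liver (median 36064765) and between 31458822 and 40826057 in IF liver (median 38729570). In muscle the totals lay between 29181553 and 46889676 (median 36231929) for AL and between 28319147 and 45019446 (median 35683960) for IF. The cortex libraries held between 32373437 and 47904499 reads (median 36820158) in AL mice and between 31956366 and 36239203 (median 33023873) in IF mice. The 10 genes with the most counts took a median of 23.7% of a library in liver, 26.6% in muscle and 7.50% in cortex. From these counts, each tissue was fitted alone with edgeR's quasi-likelihood test after TMM normalization, over the genes that edgeR's expression filter kept. Adjusted p-values are by the Benjamini-Hochberg procedure, a gene with an adjusted p under 0.05 is called differentially expressed, and a positive log2 fold change means higher mRNA in IF mice. The paper's methods name DESeq2 with a p-value under 0.05, without adjustment. Levels are given as CPM, the counts of a gene as a share of the TMM-scaled library. Positions are those of the authors' table on GRCm39. The paper's text names neither the strand setting of the counting nor what was done with reads shared between overlapping or near-identical genes, so the number of other annotated genes that overlap a gene's span is given with its position, and the count of such a gene is uncertain to that extent.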

To this end, we performed RNA-seq-based transcriptome profiling across all tissues and compared the differentially expressed transcripts with their corresponding proteomic profiles (Figure 4—figure supplements 1 and 2). 

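Of 16131 liver genes tested in the 7 AL and 7 IF male mice, 6965 were differentially expressed, of which 3729 were higher and 3236 lower in IF mice. The excess of higher genes depends on the processing, with 3468 higher and 3502 lower with RLE size factors, 3671 and 3683 with DESeq2, and 3321 and 3547 with IF mouse 9 left out in place of IF mouse 10. The 6965 genes are 43.2% of the genes tested, and 1226 of them rose and 1125 fell by at least 2-fold. With all 8 mice per group 7234 genes passed. At an unadjusted p under 0.05, 8137 genes passed, where 807 are given by chance. The count moved most when a change of at least 2-fold was also required, which left 2351 genes. In 2874 genes the AL and IF libraries did not overlap, where chance gives 9.4. The liver genes with the largest changes by the rule set for naming genes were Gm37138, Gm36855, Ppp1r3g, Mup17 and Mup9. Gm37138 was at least 33.3-fold lower and Gm36855 at least 25.2-fold lower in IF mice, in which neither had a count. Ppp1r3g, on chromosome 13 from 36142822 to 36154371, overlapped by 1 other annotated gene, encodes a glycogen-targeting subunit of protein phosphatase 1 and rose with a log2 fold change of 8.32 (adjusted p = 4.88e-07). Mup17 and Mup9 belong to the major urinary proteins, a family of near-identical genes among which the counting could have split reads, and fell by 7.22 and 7.10 on the log2 scale. The mean log2 CPM of 5 erythrocyte genes also differed between the livers, at 5.92 ± 0.421 (SD, n = 7) in AL and 7.39 ± 1.07 (SD, n = 7) in IF mice (exact permutation test, two-sided, p = 0.00466), and with it in the model 3902 of the 6965 genes were still called.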

Proteomic and transcriptomic integration reveals that IF induces a co-regulated program of transcriptional and proteomic upregulation in the liver, indicative of a profound metabolic and homeostatic shift. This activated network encompasses a broad spectrum of cellular functions, including enhanced lysosomal catabolism, ubiquitin signaling, and mitochondrial biogenesis and function. 

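The transcripts labelled in Fig. 4A were read from the picture by eye, and those that bear on lysosomes, ubiquitin and mitochondria were Ctsf, Usp2 and Slc25a33. The labels read as Ctsf, Slc25a33, Fitm2, Cldn1 and Acsl5 are small and could be misread. Ctsf (ENSMUSG00000083282), which encodes the lysosomal protease cathepsin F, lies on chromosome 19 from 4905158 to 4910946. Its mRNA was 12 ± 1.43 CPM (SD, n = 7) in AL mice and 43.7 ± 3.47 CPM (SD, n = 7) in IF mice, a log2 fold change of 1.86 (standard error 0.10, adjusted p = 1.64e-11). Ctsf had 12.3 CPM in AL mouse 2 and 38.9 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 1.84 (adjusted p = 1.19e-12). Usp2 (ENSMUSG00000032010), a ubiquitin-specific protease gene whose mRNA follows the circadian clock, lies on chromosome 9 from 43978318 to 44006924, overlapped by 2 other annotated genes. Its mRNA was 2.88 ± 0.986 CPM (SD, n = 7) in AL mice and 86.5 ± 15.3 CPM (SD, n = 7) in IF mice, a log2 fold change of 4.91 (standard error 0.20, adjusted p = 2.29e-12). Usp2 had 2.28 CPM in AL mouse 2 and 90.6 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 4.96 (adjusted p = 4.25e-15). The mRNA of Slc25a33, which encodes a mitochondrial pyrimidine nucleotide carrier, on chromosome 4 from 149828493 to 149858734, overlapped by 1 other annotated gene, was 11.5 ± 2.34 CPM (SD, n = 7) in AL mice and 64.5 ± 8.19 CPM (SD, n = 7) in IF mice, with a log2 fold change of 2.49 (standard error 0.13, adjusted p = 1.1e-11). Slc25a33 had 13.6 CPM in AL mouse 2 and 66.7 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 2.46 (adjusted p = 8.28e-13). In each of the 3 genes the lowest IF library lay above the highest AL library, among the 7 mice per group and among all 8.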

Key metabolic pathways are prominently engaged, as seen in the upregulation of gluconeogenesis, lipid droplet regulation, fatty acid activation, and lipoprotein metabolism. 

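A list of 9 gluconeogenesis genes written before the data were examined rose in IF liver with a median log2 fold change of 0.93, and all 9 were higher, 8 of them with an adjusted p under 0.05 over all genes tested and 8 when adjusted over the list alone. Camera, limma's competitive gene set test, gave an adjusted p of 1.94e-04 over the 5 lists tested when genes in a list were taken to correlate at 0.01, and 0.0549 when the correlation was estimated from the data. Pck1, which encodes cytosolic phosphoenolpyruvate carboxykinase on chromosome 2 from 172994841 to 173001066, changed the most in the list, with a log2 fold change of 1.52 (standard error 0.22, adjusted p = 2.02e-05). The change of G6pc was 0.67 (adjusted p = 0.0116), which no longer passed with IF mouse 9 left out in place of IF mouse 10 (0.53, adjusted p = 0.0708). Fitm2 (ENSMUSG00000048486), which encodes a protein of lipid droplet formation, lies on chromosome 2 from 163308299 to 163314549, overlapped by 1 other annotated gene. Its mRNA was 32.9 ± 3.92 CPM (SD, n = 7) in AL mice and 84.5 ± 11 CPM (SD, n = 7) in IF mice, a log2 fold change of 1.36 (standard error 0.11, adjusted p = 2.62e-09). Fitm2 had 34.7 CPM in AL mouse 2 and 93.6 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 1.37 (adjusted p = 2.51e-10). The mRNA of Acsl5, a long-chain acyl-CoA synthetase gene on chromosome 19 from 55240370 to 55286152, overlapped by 1 other annotated gene, was 132 ± 16.1 CPM (SD, n = 7) in AL mice and 87.2 ± 17.6 CPM (SD, n = 7) in IF mice, with a log2 fold change of -0.60 (standard error 0.13, adjusted p = 5.14e-04). Acsl5 had 187 CPM in AL mouse 2 and 98.9 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.65 (adjusted p = 2.04e-04). For Angptl4, an inhibitor of lipoprotein lipase on chromosome 17 from 33992724 to 34000804, 65.7 ± 27.4 CPM (SD, n = 7) in AL mice and 435 ± 72 CPM (SD, n = 7) in IF mice were measured, which gave a log2 fold change of 2.73 (standard error 0.24, adjusted p = 8.31e-08). Angptl4 had 21.9 CPM in AL mouse 2 and 382 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 2.83 (adjusted p = 1.91e-07).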

Concurrent increases in the NAD +salvage enzyme, the endoplasmic reticulum electron donor for biosynthesis and detoxification, the drug efflux transporter, and the iron storage protein, collectively point to a liver state that is primed for energy production, cellular repair, detoxification, and adaptive stress resistance under IF (Figure 4A and B, Figure 4—figure supplement 3A). 

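Nampt (ENSMUSG00000020572), the enzyme of NAD salvage, lies on chromosome 12 from 32869544 to 32903348. Its mRNA was 22.8 ± 1.52 CPM (SD, n = 7) in AL mice and 96.7 ± 16 CPM (SD, n = 7) in IF mice, a log2 fold change of 2.08 (standard error 0.11, adjusted p = 1.1e-11). Nampt had 21.8 CPM in AL mouse 2 and 79.8 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 2.06 (adjusted p = 8.28e-13). The mRNA of Por, the cytochrome P450 reductase gene on chromosome 5 from 135698887 to 135764180, overlapped by 2 other annotated genes, was 135 ± 29.9 CPM (SD, n = 7) in AL mice and 989.6 ± 146 CPM (SD, n = 7) in IF mice, with a log2 fold change of 2.88 (standard error 0.15, adjusted p = 1.1e-11). Por had 79.3 CPM in AL mouse 2 and 924 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 2.94 (adjusted p = 1.19e-12). For Abcb1a, a drug efflux transporter gene on chromosome 5 from 8710077 to 8798575, overlapped by 2 other annotated genes, 0.691 ± 0.186 CPM (SD, n = 7) in AL mice and 3.76 ± 0.499 CPM (SD, n = 7) in IF mice were measured, which gave a log2 fold change of 2.43 (standard error 0.24, adjusted p = 5.85e-08). Abcb1a had 1.16 CPM in AL mouse 2 and 3.64 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 2.30 (adjusted p = 2.42e-08). Fth1 (ENSMUSG00000024661), the ferritin heavy chain gene, whose label in Fig. 4A could not be told by eye from that of another ferritin, lies on chromosome 19 from 9957962 to 9962462, overlapped by 1 other annotated gene. Its mRNA was 883 ± 178 CPM (SD, n = 7) in AL mice and 1350.4 ± 190.3 CPM (SD, n = 7) in IF mice, a log2 fold change of 0.61 (standard error 0.13, adjusted p = 5.69e-04). Fth1 had 953 CPM in AL mouse 2 and 2035 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 0.69 (adjusted p = 2.09e-04). The AL and IF mice overlapped in Fth1 and did not overlap in Nampt, Por and Abcb1a. From joint increases of transcripts and proteins of this kind, the paper proposes a liver state primed for energy production, repair and stress resistance.

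**Figure D1:**
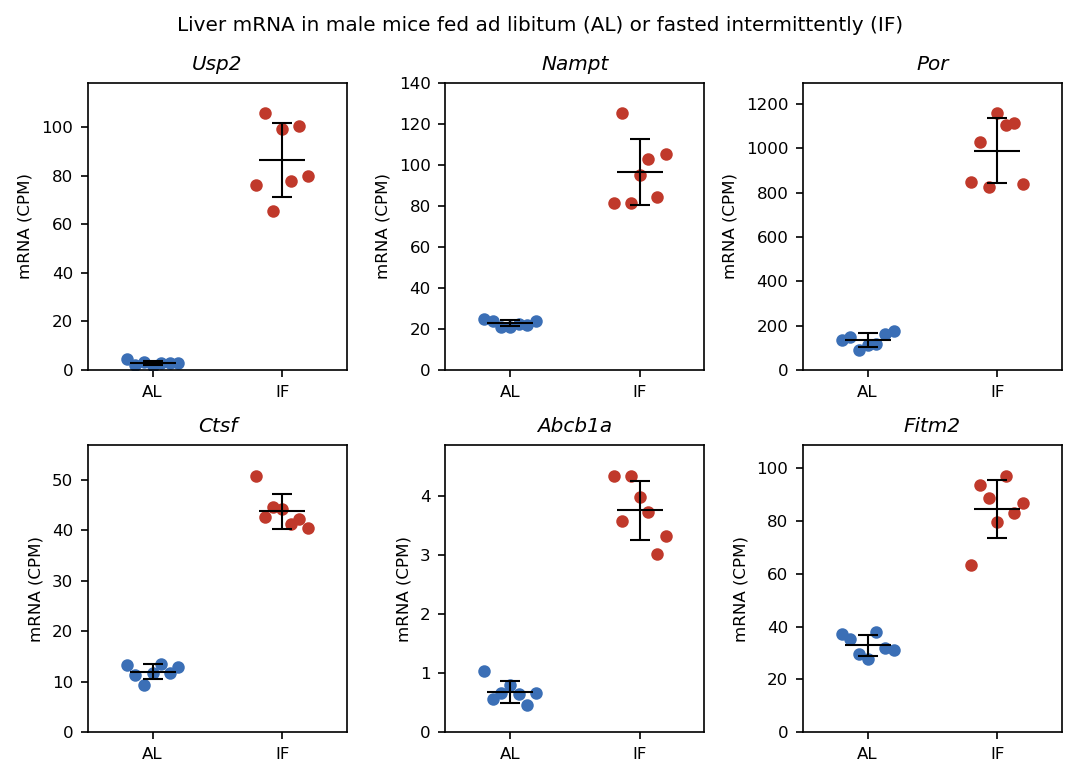
Each panel plots the mRNA of 1 liver gene in CPM on a linear axis from 0, with 1 point per mouse for the 7 AL and 7 IF male mice, and black bars for the mean and SD. The AL and IF points do not overlap in any of the 6 panels.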

Transcriptional and proteomic downregulation in the liver in response to IF highlights a concerted retreat from specific biosynthetic and metabolic processes. 

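Hmgcs1 (ENSMUSG00000093930), which encodes cytosolic HMG-CoA synthase, lies on chromosome 13 from 120151915 to 120169796, overlapped by 1 other annotated gene. Its mRNA was 506 ± 143 CPM (SD, n = 7) in AL mice and 66.1 ± 10.8 CPM (SD, n = 7) in IF mice, a log2 fold change of -2.94 (standard error 0.17, adjusted p = 6.74e-11). Hmgcs1 had 692 CPM in AL mouse 2 and 82.8 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -2.96 (adjusted p = 5.19e-12). No IF mouse reached the level of any AL mouse. Of 20 cholesterol synthesis genes in a list written before the data were examined, 16 were lower and 4 higher in IF liver, and 14 of the lower and 2 of the higher genes had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 17 passed. Pmvk was among the higher ones that passed, with a log2 fold change of 0.63. The median log2 fold change of the list was -1.10. With the genes of a list taken to correlate at 0.01, camera's adjusted p was 1.3e-08, and with the correlation estimated from the data it was 0.145. The mRNA of Dio1, the type 1 iodothyronine deiodinase gene on chromosome 4 from 107148662 to 107164366, was 115 ± 35 CPM (SD, n = 7) in AL mice and 103 ± 21.1 CPM (SD, n = 7) in IF mice, with a log2 fold change of -0.15 (standard error 0.17, adjusted p = 0.488). Dio1 had 90.3 CPM in AL mouse 2 and 123 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.08 (adjusted p = 0.711). This difference is smaller than the spread between the mice, and Fig. 4A labels Dio1 in the protein layer.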

The suppressed signatures indicate a marked reduction in cholesterol synthesis, evidenced by the rate-limiting enzyme Hmgcs1, and a downscaling of thyroid hormone activation via Dio1. This is accompanied by decreased expression of proteins involved in vascular and epithelial barrier function and complement regulation. Furthermore, IF suppresses genes tied to nutrient processing, including galactose metabolism and aminoacylation for protein translation. 

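Among the transcripts labelled in Fig. 4A, Cldn1 is the one of an epithelial tight junction protein. Cldn1 (ENSMUSG00000022512), which encodes claudin 1, lies on chromosome 16 from 26175392 to 26190591. Its mRNA was 57.1 ± 9.1 CPM (SD, n = 7) in AL mice and 13.8 ± 3.56 CPM (SD, n = 7) in IF mice, a log2 fold change of -2.05 (standard error 0.16, adjusted p = 3.14e-09). Cldn1 had 64 CPM in AL mouse 2 and 14.8 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -2.06 (adjusted p = 1.41e-10).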

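Galt (ENSMUSG00000036073), galactose-1-phosphate uridylyltransferase, lies on chromosome 4 from 41755228 to 41758695, overlapped by 2 other annotated genes. Its mRNA was 163 ± 5.75 CPM (SD, n = 7) in AL mice and 70.7 ± 10.2 CPM (SD, n = 7) in IF mice, a log2 fold change of -1.21 (standard error 0.10, adjusted p = 3.9e-09). Galt had 158 CPM in AL mouse 2 and 70.7 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -1.20 (adjusted p = 4.92e-10). In a list of 7 galactose metabolism genes written before the data were examined, 5 were lower and 2 higher in IF liver, with 3 lower and 2 higher at an adjusted p under 0.05, and the median log2 fold change of -0.24 did not stand apart from the other genes (camera, adjusted p = 0.33). The mRNA of Galk1, which encodes galactokinase, on chromosome 11 from 115899283 to 115903545, was 33.4 ± 8.68 CPM (SD, n = 7) in AL mice and 139.9 ± 18.7 CPM (SD, n = 7) in IF mice, with a log2 fold change of 2.07 (standard error 0.15, adjusted p = 5.54e-10). Galk1 had 26.1 CPM in AL mouse 2 and 171 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 2.15 (adjusted p = 4.33e-11). Hence the mRNA of Galk1 rose while that of Galt fell. Of 20 aminoacyl-tRNA synthetase genes, 15 were lower and 5 higher, with 5 lower and 4 higher at an adjusted p under 0.05, and their median log2 fold change was -0.09 (camera, adjusted p = 0.614). Tars1, which the authors' table lists under its older symbol Tars on chromosome 15 from 11382387 to 11399751, had 72.8 ± 11.8 CPM (SD, n = 7) in AL mice and 71.9 ± 6.92 CPM (SD, n = 7) in IF mice, a log2 fold change of -0.02 (standard error 0.11, adjusted p = 0.909), and is labelled as a protein in Fig. 4A. Tars1 had 82.5 CPM in AL mouse 2 and 65.1 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.06 (adjusted p = 0.671).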

Collectively, this downregulated network reflects an IF-induced shift away from anabolic pathways, structural maintenance, and specific metabolic loops, allowing the liver to prioritize core energy-mobilizing functions (Figure 4A and B, Figure 4—figure supplement 3A).

**Figure 4.**
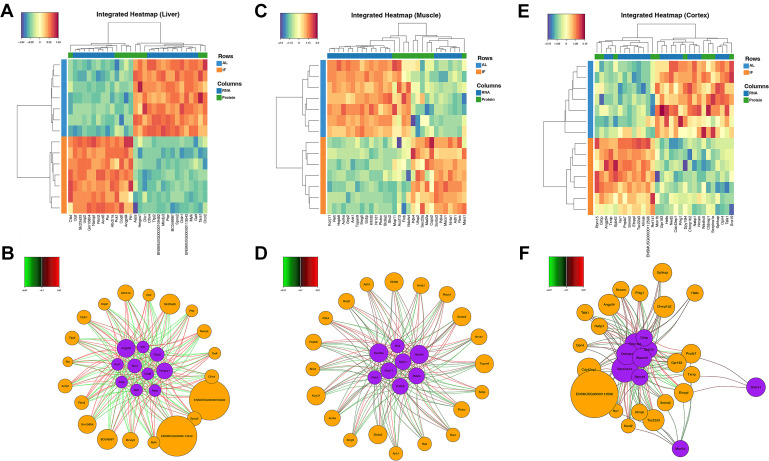
Multi-omics integration reveals co-regulated transcriptomic and proteomic networks in response to intermittent fasting across multiple tissues. Integrated heatmaps displaying the expression profiles of the robust molecular signatures selected by DIABLO in liver (**A**), muscle (**C**), and cerebral cortex (**E**). Relevance interaction networks visualizing the functional connectivity and high-confidence correlations between transcripts and proteins in liver (**B**), muscle (**D**), and cerebral cortex (**F**). The integrated signatures were identified using supervised N-integration block sparse PLS-DA (DIABLO) with 10-repeated sevenfold cross-validation to minimize the balanced error rate. n=7 mice in each group.

**Figure 4—figure supplement 1.**
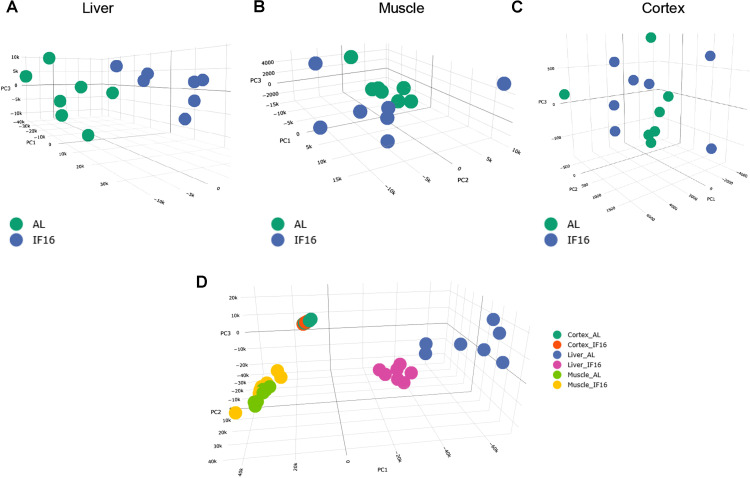
3D principal component analysis (PCA) of transcriptomic profiles. 3D PCA plots visualizing the separation of transcriptomic proteomic profiles between the AL group and IF group in liver (**A**), muscle (**B**), and cerebral cortex (**C**). Combined 3D PCA plot illustrating the global separation of all samples across the three tissues (liver, muscle, cortex) and dietary conditions (AL vs. IF) (**D**). Each dot represents an individual biological replicate (n=7 mice per group).

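The separation of the AL and IF libraries was measured as the share of the squared distance between libraries, over log2 CPM of the filtered genes, that lies between the diet groups. In liver this share was 37.6% and in muscle 25.5% (exact permutation tests over all splits of 14 libraries into 7 and 7, two-sided, p = 5.83e-04 in each, the smallest these splits can give). In cortex it was 12.3% (p = 0.0315, same exact permutation test). With all 8 mice per group the shares were 35.4%, 23.8% and 12.6%. In cortex the share over linear CPM was 3.54% and that over the 500 most variable genes 13.2% (p = 0.0519, exact permutation test), and neither was larger than the spread between libraries gives.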

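Over the 42 libraries of the 7 AL and 7 IF mice in the 3 tissues, 90.3% of the squared distance between libraries on log2 CPM lay between the tissues, and 90.1% over all 8 mice per group. No test was run on this share, and its jackknife standard error over mice was 0.359 percentage points. The largest alternative value was 98.5%, over the 500 most variable genes.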

**Figure 4—figure supplement 2.**
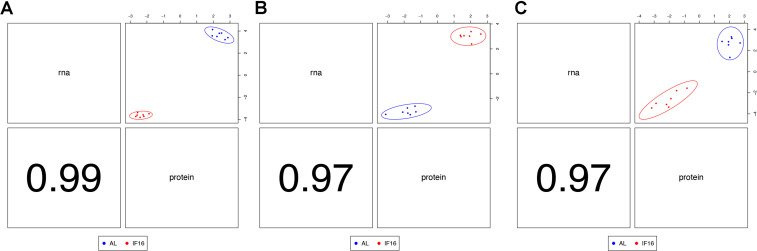
Correlation between transcriptomic and proteomic profiles in the integrated DIABLO model. Scatter plots illustrating the correlation between the first latent component of the transcriptomic and proteomic datasets for liver (**A**), muscle (**B**), and cerebral cortex (**C**). Each dot represents an individual biological replicate, colored by dietary group (Blue: AL; Red: IF). n=7 mice per group.

**Figure 4—figure supplement 3.**
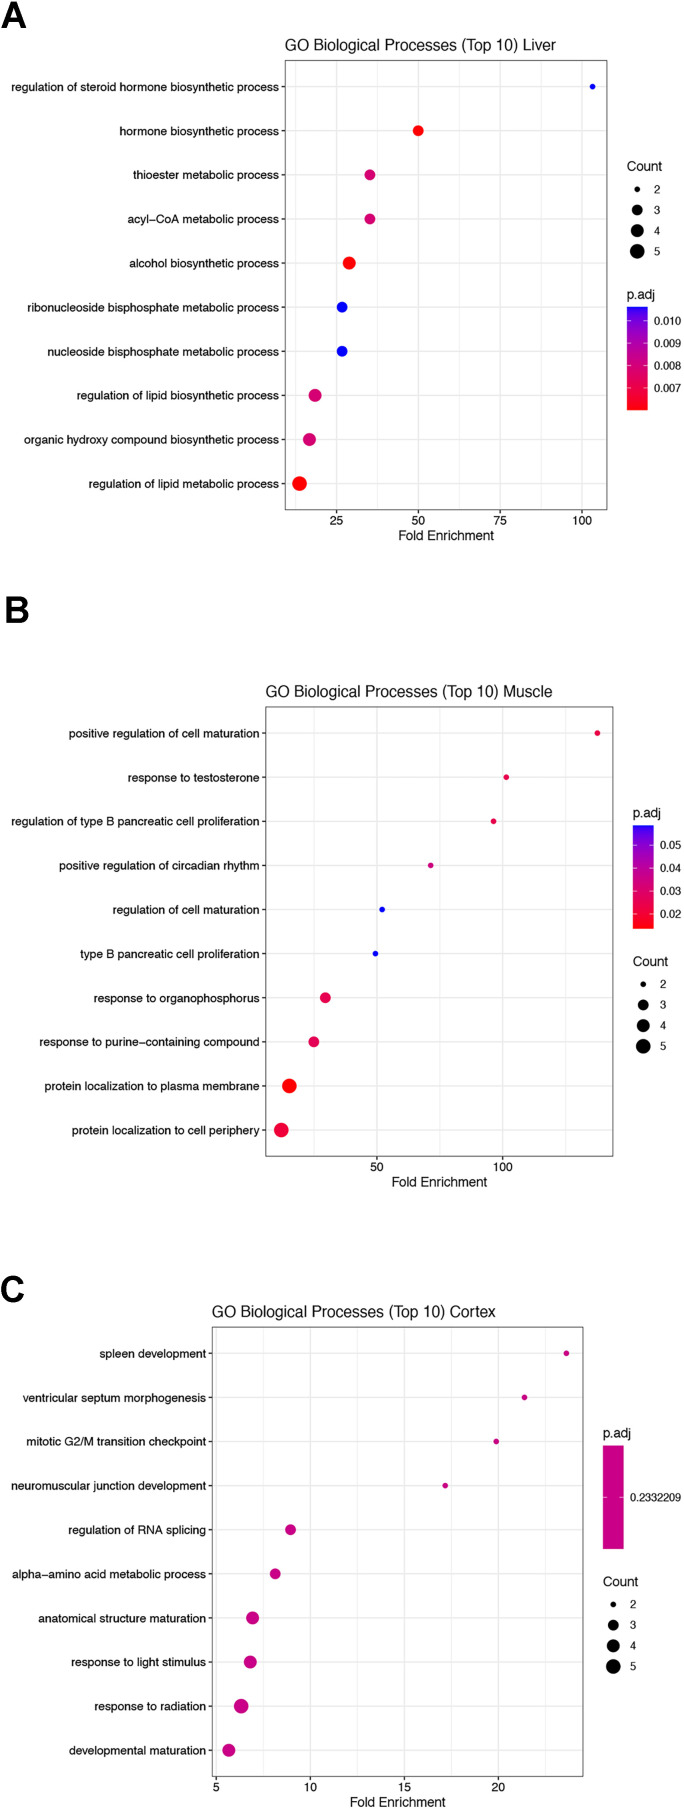
Gene ontology (GO) enrichment analysis of the integrated multi-omics signatures. Dot plots displaying the top 10 significantly enriched GO Biological Processes associated with the robust integrated signatures identified by DIABLO in liver (**A**), muscle (**B**), and cerebral cortex (**C**). p.adj<0.05 was defined as significantly different using Benjamini-Hochberg correction for GO Biological Processes analysis. n=7 mice in each group.

Proteomic and transcriptomic integration in skeletal muscle delineates a comprehensive, biphasic transcriptional and proteomic remodeling program in response to IF. 

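Of 15029 muscle genes tested in the 7 AL and 7 IF male mice, 3245 were differentially expressed, 1614 higher and 1631 lower in IF mice, which is 21.6% of the genes tested. All 8 mice per group gave 3463 genes. The largest change of the count among the alternatives came from also requiring a change of at least 2-fold, after which 394 genes were left, 269 higher and 125 lower. At an unadjusted p under 0.05, 5144 genes passed, where 751 are given by chance. In 903 genes there was no overlap between the AL and IF libraries, where chance gives 8.76. The muscle genes with the largest changes by the rule for naming genes were Pck1, Cidea, Arxes2, H2-Q10 and Ces1f, all higher in IF mice, with log2 fold changes between 4.56 and 5.08. Pck1 was 2.99 ± 1.76 CPM (SD, n = 7) in AL mice and 101 ± 111 CPM (SD, n = 7) in IF mice (adjusted p = 5.97e-04). The mean log2 CPM of 6 adipocyte genes also differed, at 3.19 ± 1.2 (SD, n = 7) in AL and 5.17 ± 1.31 (SD, n = 7) in IF muscle (exact permutation test, two-sided, p = 0.0146), and with this mean in the model 2185 of the 3245 genes were still called, while Cidea was not (adjusted p = 0.264). The mean log2 CPM of 8 slow-fibre genes was 6.48 ± 2.2 (SD, n = 7) in AL and 5.92 ± 1.29 (SD, n = 7) in IF muscle, which did not differ (exact permutation test, two-sided, p = 0.559).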

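Kcnj11 (ENSMUSG00000096146), an inward-rectifier potassium channel gene, lies on chromosome 7 from 45743377 to 45750188. Its mRNA was 214 ± 9.55 CPM (SD, n = 7) in AL mice and 143 ± 17 CPM (SD, n = 7) in IF mice, a log2 fold change of -0.58 (standard error 0.07, adjusted p = 8.17e-06). Kcnj11 had 222 CPM in AL mouse 2 and 154 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.57 (adjusted p = 1.39e-06). The mRNA of Aurka, the aurora kinase A gene on chromosome 2 from 172198110 to 172212455, was 14.1 ± 2.07 CPM (SD, n = 7) in AL mice and 6.43 ± 1.94 CPM (SD, n = 7) in IF mice, with a log2 fold change of -1.13 (standard error 0.15, adjusted p = 3.05e-05). Aurka had 13.3 CPM in AL mouse 2 and 6.45 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -1.12 (adjusted p = 3.48e-06). For Ank1, the ankyrin 1 gene on chromosome 8 from 23464860 to 23640513, overlapped by 6 other annotated genes, 593 ± 34.4 CPM (SD, n = 7) in AL mice and 379 ± 45.1 CPM (SD, n = 7) in IF mice were measured, which gave a log2 fold change of -0.64 (standard error 0.07, adjusted p = 3.27e-06). Ank1 had 611 CPM in AL mouse 2 and 395 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.64 (adjusted p = 4.53e-07). In these 3 genes every IF library lay below every AL library. Ndufs4 mRNA, on chromosome 13 from 114424331 to 114524794, was 239 ± 22.3 CPM (SD, n = 7) in AL mice and 236 ± 21 CPM (SD, n = 7) in IF mice and did not change beyond the spread between mice (log2 fold change -0.02, adjusted p = 0.878; 0.01 with IF mouse 9 left out in place of IF mouse 10). Fig. 4C labels Ndufs4 in the protein layer. Ndufs4 had 268 CPM in AL mouse 2 and 234 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.04 (adjusted p = 0.693).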

The downregulated network orchestrates a metabolic and functional shift away from anabolism and excitability, characterized by suppression of potassium channel subunit Kcnj11, mitotic kinase Aurka, structural proteins Ank1 and Flnb, and the mitochondrial complex I subunit Ndufs4. This is accompanied by downregulation of key regulators, including the circadian repressor Nr1d1 (Boulinguiez et al., 2022) and the signaling adapters Shc2 and Grip2 (Jiang et al., 2003; Fouillade et al., 2013), reinforcing a state of reduced biosynthetic and electrical activity (Figure 4C and D). Conversely, a robustly upregulated program signals a pronounced metabolic re-prioritization. This includes a strong induction of pyruvate dehydrogenase kinase 4 (Pdk4), promoting a shift from glucose to fatty acid oxidation, and the nuclear receptor Nr4a1, a key mediator of lipid metabolism and mitochondrial biogenesis (Kanzleiter et al., 2010). 

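Nr1d1 (ENSMUSG00000020889), which encodes the clock repressor REV-ERBα, lies on chromosome 11 from 98658758 to 98666159, overlapped by 1 other annotated gene. Its mRNA was 216 ± 29.1 CPM (SD, n = 7) in AL mice and 38.9 ± 8 CPM (SD, n = 7) in IF mice, a log2 fold change of -2.47 (standard error 0.13, adjusted p = 3.2e-09). Nr1d1 had 178 CPM in AL mouse 2 and 32.6 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -2.47 (adjusted p = 4.51e-10). The mRNA of Shc2, a signalling adapter gene on chromosome 10 from 79453885 to 79473752, overlapped by 1 other annotated gene, was 19.3 ± 2.12 CPM (SD, n = 7) in AL mice and 9.88 ± 1.34 CPM (SD, n = 7) in IF mice, with a log2 fold change of -0.97 (standard error 0.09, adjusted p = 5.37e-07). Shc2 had 12.6 CPM in AL mouse 2 and 9.73 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.91 (adjusted p = 1.7e-06). For Grip2, which encodes a glutamate receptor interacting protein, on chromosome 6 from 91738490 to 91804231, 11 ± 1.53 CPM (SD, n = 7) in AL mice and 3.48 ± 0.6 CPM (SD, n = 7) in IF mice were measured, which gave a log2 fold change of -1.66 (standard error 0.12, adjusted p = 3.72e-08). Grip2 had 10.8 CPM in AL mouse 2 and 3.96 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -1.63 (adjusted p = 3.99e-09). All 3 genes were without overlap between the 7 AL and 7 IF mice, and with all 8 mice Shc2 overlapped.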

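Pdk4 (ENSMUSG00000019577), pyruvate dehydrogenase kinase 4, lies on chromosome 6 from 5483351 to 5496309. Its mRNA was 194 ± 51.1 CPM (SD, n = 7) in AL mice and 1329 ± 293 CPM (SD, n = 7) in IF mice, a log2 fold change of 2.78 (standard error 0.20, adjusted p = 9.58e-07). Pdk4 had 340.3 CPM in AL mouse 2 and 842 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 2.58 (adjusted p = 1.99e-06). The mRNA of Nr4a1, a nuclear receptor gene on chromosome 15 from 101152150 to 101172676, overlapped by 1 other annotated gene, was 107 ± 6.29 CPM (SD, n = 7) in AL mice and 196 ± 23.4 CPM (SD, n = 7) in IF mice, with a log2 fold change of 0.88 (standard error 0.07, adjusted p = 1.36e-07). Nr4a1 had 96 CPM in AL mouse 2 and 169 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 0.87 (adjusted p = 3.36e-08). Both genes were without overlap between the AL and IF mice, over 7 and over 8 mice per group. With the mean of the adipocyte genes in the model, the log2 fold change was 3.16 for Pdk4 and 0.92 for Nr4a1.

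**Figure D2:**
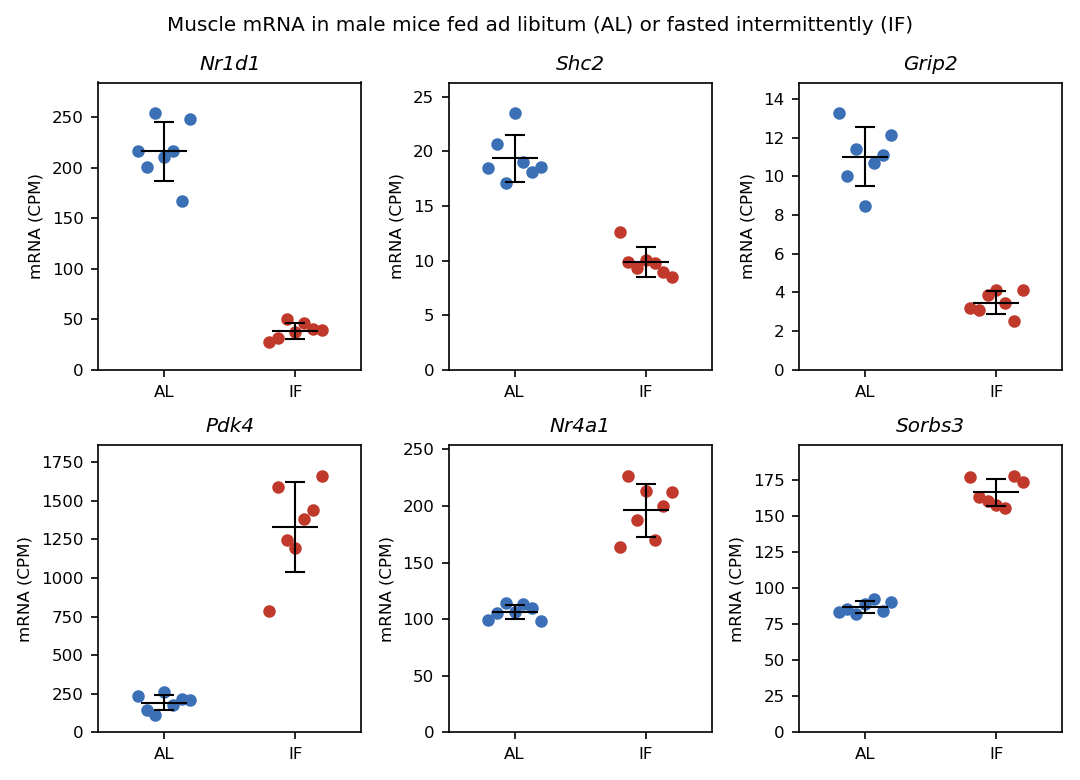
Each panel plots the mRNA of 1 muscle gene in CPM on a linear axis from 0, with 1 point per mouse for the 7 AL and 7 IF male mice, and black bars for the mean and SD. Nr1d1, Shc2 and Grip2 lie lower and Pdk4, Nr4a1 and Sorbs3 higher in IF mice, without overlap.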

Upregulation of genes involved in protein maturation, ubiquitin processing, methionine metabolism, and cytoskeletal organization further indicates enhanced cellular remodeling, proteostatic adaptation, and stress-responsive signaling (Figure 4C and D). 

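Mat2a (ENSMUSG00000053907), the methionine adenosyltransferase gene, lies on chromosome 6 from 72409782 to 72416541, overlapped by 1 other annotated gene. Its mRNA was 98.8 ± 7.95 CPM (SD, n = 7) in AL mice and 134 ± 19.1 CPM (SD, n = 7) in IF mice, a log2 fold change of 0.44 (standard error 0.09, adjusted p = 0.00115). Mat2a had 111 CPM in AL mouse 2 and 116 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 0.39 (adjusted p = 0.00126). The mRNA of Sorbs3, which encodes the cytoskeletal protein vinexin, on chromosome 14 from 70417917 to 70449438, overlapped by 1 other annotated gene, was 86.9 ± 3.97 CPM (SD, n = 7) in AL mice and 167 ± 9.46 CPM (SD, n = 7) in IF mice, with a log2 fold change of 0.94 (standard error 0.06, adjusted p = 3.2e-09). Sorbs3 had 73.4 CPM in AL mouse 2 and 131 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 0.93 (adjusted p = 4.74e-09). The AL and IF mice overlapped in Mat2a, which Fig. 4C labels as a protein, and did not overlap in Sorbs3.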

Collectively, this co-regulated, opposing signature transitions muscle toward a fasting-adapted phenotype optimized for lipid utilization, cellular maintenance, and catabolic efficiency while actively suppressing growth and glycolytic pathways.

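In a list of 14 glycolysis genes written before the data were examined, 10 were lower and 4 higher in IF muscle, with a median log2 fold change of -0.06. Only 1 of the lower and 2 of the higher genes had an adjusted p under 0.05, and the list did not stand apart from the other muscle genes (camera, adjusted p = 0.912). The alternatives gave adjusted p-values between 0.807 and 0.951. The paper reasons from the joint rises and falls of transcripts and proteins above to a muscle that uses lipid and suppresses growth and glycolytic pathways.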

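Of 18364 cortex genes tested in the 7 AL and 7 IF male mice, 78 were differentially expressed, 53 higher and 25 lower in IF mice, which is 0.425% of the genes tested. With all 8 mice per group 294 genes passed, and 2671 genes passed at an unadjusted p under 0.05 in the 7 mice per group, where 918 are given by chance. With DESeq2 in place of edgeR, 463 genes had an adjusted p under 0.05. Other alternatives lowered the count. It was 36 with IF mouse 9 left out in place of IF mouse 10, and 20 with 1 fit over the 3 tissues. A minimum change of 2-fold left 10 genes, and a block for the replicate number left 4. The library labelled cortex AL mouse 1, which is among the 7, had 216 CPM of Xist, a transcript of the inactive X chromosome, and no counts on the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, while the other 15 male cortex libraries had at most 0.230 CPM of Xist and at least 83.5 CPM of the Y-linked genes together. With this library left out, an alternative chosen after these values were seen, 498 genes passed, 288 higher and 210 lower, and all 78 genes were among them. The cortex genes with the largest changes by the rule for naming genes were Sgk1, Fam83d, Plekhf1, Etnppl and Angptl4, all higher in IF mice. With IF mouse 9 left out in place of IF mouse 10, Fam83d and Plekhf1 no longer passed (adjusted p = 0.0862 and 0.0831). Sgk1, which encodes a kinase induced by glucocorticoids, lies on chromosome 10 from 21758083 to 21875802 and was 47.7 ± 11 CPM (SD, n = 7) in AL mice and 135 ± 32.4 CPM (SD, n = 7) in IF mice, a log2 fold change of 1.49 (standard error 0.17, adjusted p = 0.00121). Sgk1 had 37.8 CPM in AL mouse 2 and 54.6 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 1.42 (adjusted p = 0.00806).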

Proteomic and transcriptomic integration in the cerebral cortex reveals a coordinated program of remodeling in response to IF. This response is characterized by a distinct biphasic signature that balances adaptive neuroprotection with the suppression of specific signaling and structural pathways. The upregulated network points toward enhanced cellular stress resilience and metabolic adaptation. Key induced factors include the RNA-binding proteins Rbm15 and Cirbp, which regulate RNA stability and processing under stress (Chen et al., 2018b; Xie et al., 2019), alongside Txnip, a modulator of redox balance and glucose metabolism (Deng et al., 2023). 

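Txnip (ENSMUSG00000038393), thioredoxin-interacting protein, lies on chromosome 3 from 96465273 to 96469199, overlapped by 1 other annotated gene. Its mRNA was 13.3 ± 1.53 CPM (SD, n = 7) in AL mice and 28.1 ± 4.4 CPM (SD, n = 7) in IF mice, a log2 fold change of 1.08 (standard error 0.10, adjusted p = 2.57e-05). Txnip had 12.5 CPM in AL mouse 2 and 18.3 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 1.03 (adjusted p = 5.71e-05). With the library labelled cortex AL mouse 1 left out, the value was 1.13 (adjusted p = 3.54e-05). The mRNA of Cirbp, the cold-inducible RNA-binding protein gene on chromosome 10 from 80001819 to 80008620, was 97.2 ± 15.7 CPM (SD, n = 7) in AL mice and 119 ± 13.6 CPM (SD, n = 7) in IF mice, with a log2 fold change of 0.29 (standard error 0.10, adjusted p = 0.183). Cirbp had 96.4 CPM in AL mouse 2 and 120.4 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 0.29 (adjusted p = 0.0745). For Rbm15, an RNA-binding protein gene on chromosome 3 from 107232737 to 107240989, 8.28 ± 1.04 CPM (SD, n = 7) in AL mice and 5.97 ± 1.61 CPM (SD, n = 7) in IF mice were measured, which gave a log2 fold change of -0.47 (standard error 0.15, adjusted p = 0.155). Rbm15 had 8.11 CPM in AL mouse 2 and 8.37 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.40 (adjusted p = 0.125). Neither Cirbp nor Rbm15 passed the adjusted threshold, and Rbm15 mRNA was lower on average in IF mice. Fig. 4E labels Cirbp and Rbm15 in the protein layer.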

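Angptl4 (ENSMUSG00000002289), angiopoietin-like 4, lies on chromosome 17 from 33992724 to 34000804. Its mRNA was 2.44 ± 0.472 CPM (SD, n = 7) in AL mice and 5.54 ± 1.03 CPM (SD, n = 7) in IF mice, a log2 fold change of 1.18 (standard error 0.15, adjusted p = 0.00115). Angptl4 had 3.98 CPM in AL mouse 2 and 3.16 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 0.99 (adjusted p = 0.00844). IF mouse 10 lay within the range of the AL mice. Without the library labelled cortex AL mouse 1 the value was 1.17 (adjusted p = 9.83e-04). The mRNA of Ahnak, a large scaffold protein gene on chromosome 19 from 8966648 to 9054278, was 16.6 ± 1.65 CPM (SD, n = 7) in AL mice and 24 ± 1.56 CPM (SD, n = 7) in IF mice, with a log2 fold change of 0.53 (standard error 0.07, adjusted p = 0.0032). Ahnak had 13.4 CPM in AL mouse 2 and 18.9 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was 0.53 (adjusted p = 0.00503). Rnf141, a ubiquitin ligase gene on chromosome 7 from 110399639 to 110443664, overlapped by 2 other annotated genes, had 48.6 ± 1.94 CPM (SD, n = 7) in AL mice and 48.7 ± 2.99 CPM (SD, n = 7) in IF mice and no change beyond the spread between mice (log2 fold change 0.00, adjusted p = 0.99), and its sign turned over all 8 mice per group (-0.03, adjusted p = 0.788) and with IF mouse 9 left out in place of IF mouse 10 (-0.0044). Fig. 4E labels Ahnak in the RNA layer and Rnf141 in the protein layer.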

The significant upregulation of Angptl4 suggests a shift in lipid handling, while increases in cytoskeletal-associated Ahnak and the ubiquitin ligase Rnf141 indicate active restructuring of cellular architecture and protein homeostasis (Deng et al., 2009; Sundararaj et al., 2021; Figure 4E and F). Conversely, a coherently downregulated module reflects an IF-induced attenuation of specific neuronal and inflammatory processes. This includes suppression of DNA replication-associated helicases (Hells), intracellular signaling mediators (Prkg1, Gpr183), and synaptic adhesion molecules (Nrcam). 

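Hells (ENSMUSG00000025001), a helicase of chromatin and DNA replication, lies on chromosome 19 from 38919359 to 38959495. Its mRNA was 2.15 ± 0.261 CPM (SD, n = 7) in AL mice and 1.45 ± 0.165 CPM (SD, n = 7) in IF mice, a log2 fold change of -0.57 (standard error 0.15, adjusted p = 0.0889). Hells had 2.06 CPM in AL mouse 2 and 1.45 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.56 (adjusted p = 0.0348). Hells passed the threshold with all 8 mice and with DESeq2 (adjusted p = 0.0197). The mRNA of Prkg1, a cGMP-dependent kinase gene on chromosome 19 from 30541889 to 31742433, overlapped by 3 other annotated genes, was 6.47 ± 0.985 CPM (SD, n = 7) in AL mice and 4.21 ± 0.367 CPM (SD, n = 7) in IF mice, with a log2 fold change of -0.62 (standard error 0.11, adjusted p = 0.0157). Prkg1 had 8.62 CPM in AL mouse 2 and 4.44 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.67 (adjusted p = 0.00702). For Gpr183, an oxysterol receptor gene on chromosome 14 from 122189963 to 122202607, overlapped by 1 other annotated gene, 1.21 ± 0.168 CPM (SD, n = 7) in AL mice and 0.809 ± 0.0844 CPM (SD, n = 7) in IF mice were measured, which gave a log2 fold change of -0.58 (standard error 0.18, adjusted p = 0.137). Gpr183 had 1.17 CPM in AL mouse 2 and 0.769 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.59 (adjusted p = 0.0577). Nrcam (ENSMUSG00000020598), a neuronal cell adhesion molecule, lies on chromosome 12 from 44375668 to 44648747, overlapped by 2 other annotated genes. Its mRNA was 145 ± 5.18 CPM (SD, n = 7) in AL mice and 125 ± 6.34 CPM (SD, n = 7) in IF mice, a log2 fold change of -0.21 (standard error 0.05, adjusted p = 0.0788). Nrcam had 164 CPM in AL mouse 2 and 121 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.24 (adjusted p = 0.021). Of the 4 genes, only Prkg1 passed over the 7 mice per group, and without the library labelled cortex AL mouse 1 Prkg1 and Nrcam passed, with log2 fold changes of -0.67 (adjusted p = 0.00573) and -0.21 (adjusted p = 0.0465). Gpr183 and Hells then had adjusted p-values of 0.0856 and 0.0561.

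**Figure D3:**
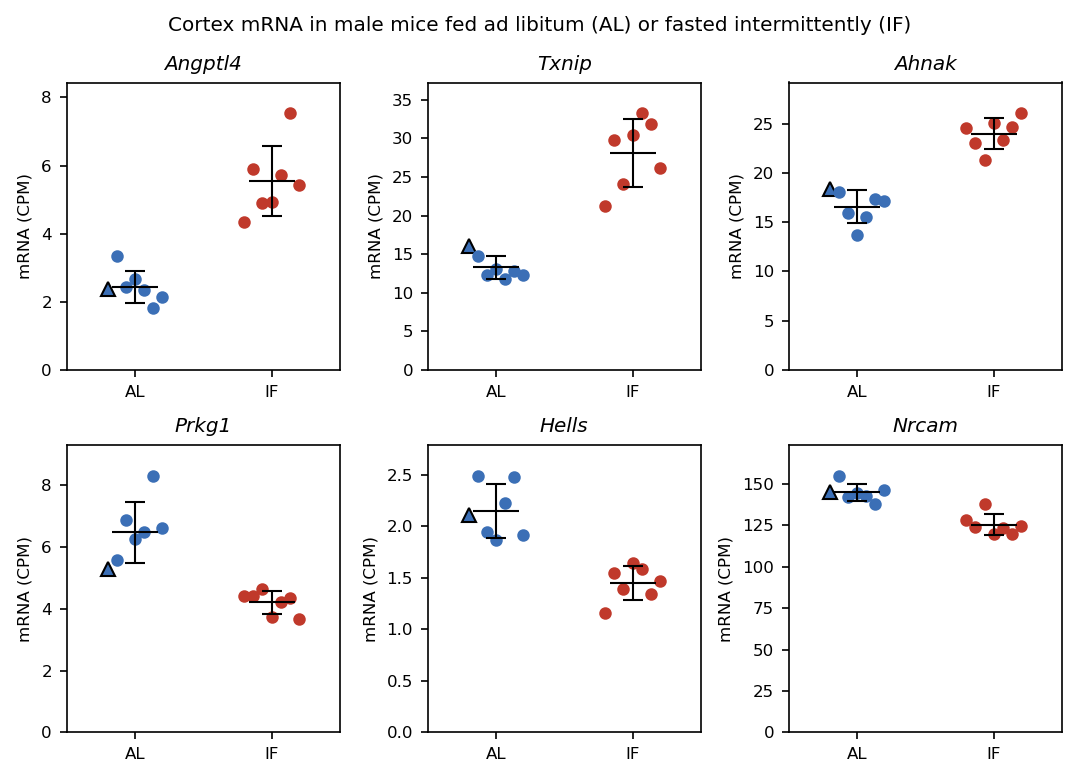
Each panel plots the mRNA of 1 cortex gene in CPM on a linear axis from 0, with 1 point per mouse for the 7 AL and 7 IF male mice, and black bars for the mean and SD. The triangle marks the library labelled cortex AL mouse 1. Angptl4, Txnip and Ahnak lie higher and Prkg1 and Hells lower in IF mice without overlap, and Nrcam overlaps.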

Reductions in endosomal-lysosomal trafficking components and chromatin-associated factors further delineate a broad dampening of membrane trafficking, chromatin dynamics, and non-visual phototransduction. 

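Chmp1b2, a gene of the endosomal sorting machinery that the authors' table lists as 2610002M06Rik (ENSMUSG00000031242), lies on chromosome X from 106826357 to 106859940, overlapped by 1 other annotated gene. Its mRNA was 38.1 ± 2.91 CPM (SD, n = 7) in AL mice and 31 ± 2.18 CPM (SD, n = 7) in IF mice, a log2 fold change of -0.30 (standard error 0.07, adjusted p = 0.0484). Chmp1b2 had 44.2 CPM in AL mouse 2 and 31.5 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.33 (adjusted p = 0.0148). The mRNA of Nabp1, which encodes a single-stranded DNA-binding protein, on chromosome 1 from 51505021 to 51517584, was 7.35 ± 0.979 CPM (SD, n = 7) in AL mice and 4.98 ± 0.547 CPM (SD, n = 7) in IF mice, with a log2 fold change of -0.56 (standard error 0.11, adjusted p = 0.0302). Nabp1 had 7.49 CPM in AL mouse 2 and 4.29 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.59 (adjusted p = 0.00844). For Opn4, the melanopsin gene on chromosome 14 from 34312575 to 34322099, overlapped by 1 other annotated gene, 0.577 ± 0.126 CPM (SD, n = 7) in AL mice and 0.29 ± 0.062 CPM (SD, n = 7) in IF mice were measured, which gave a log2 fold change of -0.98 (standard error 0.26, adjusted p = 0.0974). Opn4 had 0.255 CPM in AL mouse 2 and 0.207 CPM in IF mouse 10, and its log2 fold change over all 8 mice per group was -0.92 (adjusted p = 0.0662). Between 7 and 27 reads per library were counted on Opn4, so its value rests on few reads. Without the library labelled cortex AL mouse 1, the log2 fold changes were -0.33 (adjusted p = 0.0125) for Chmp1b2, -0.61 (adjusted p = 0.00875) for Nabp1 and -1.05 (adjusted p = 0.0422) for Opn4. From such decreases the paper describes a dampening of trafficking, chromatin dynamics and phototransduction.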

The downregulation of Serpina1e, a serine protease inhibitor, may indicate modulation of inflammatory cascades (Figure 4E and F). Collectively, this suggests the cerebral cortex enters an IF-adapted state that prioritizes metabolic efficiency, stress adaptation, and synaptic recalibration, while reducing energy expenditure on proliferation, excessive signaling, and constitutive maintenance pathways.

The molecular adaptations to IF reported here should be interpreted within the context of our experimental model. The dietary intervention was initiated in young, male mice. This design was chosen to model the early adoption of IF in a controlled genetic background, minimizing confounding variables introduced by age-related metabolic decline. However, initiating IF at 6 weeks of age may coincide with late developmental maturation, and this timing could influence some of the physiological and molecular responses observed. Future studies in aged populations and both sexes will be crucial to determine the translational relevance of these findings across the lifespan. Furthermore, the selection of tissues for analysis was based on their central roles in systemic metabolism, fuel utilization, and as primary targets of dietary interventions like IF. 

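The paper lists 835 differentially expressed liver proteins. In the copy of its protein table that was read, which was shortened to 1999 liver proteins, 822 of the 835 had a fold change. Of these 822, 777 matched a gene tested in the RNA-seq data by symbol. The mRNA of 437 of the 777, or 56.2%, was itself differentially expressed in the 7 AL and 7 IF mice, 268 in the direction of the paper's protein change and 169 in the opposite direction. Set against the 6965 differentially expressed liver genes, these 437 are a small part. Among the muscle and cortex proteins that the paper names in its text, 30 of 31 in muscle had a tested mRNA, of which 26 moved in the protein's direction and 10 were differentially expressed, 9 of them in that direction. In cortex 31 of 33 had a tested mRNA, 15 moved in the protein's direction and 0 were differentially expressed.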

While the integration of transcriptomic and proteomic data revealed that only a fraction of expressed genes matched with DEPs, this observation is not unexpected. Our proteomic analysis identified up to a few thousand proteins, whereas transcriptomic profiling detected over 20,000 genes, highlighting the inherent disparity in the depth and coverage of these two approaches. 

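At least 1 count was found on 29932 genes over the 14 liver libraries of the 7 AL and 7 IF mice, on 32440 over the 14 muscle libraries and on 35161 over the 14 cortex libraries, and on 39871 genes in at least 1 of the 3 tissues. Of these, 17391, 18259 and 18604 were protein-coding in liver, muscle and cortex. A single library of the 7 mice per group had counts on between 19408 and 21351 genes in liver, between 20733 and 23538 in muscle and between 24680 and 26162 in cortex. With at least 10 counts in every library of the tissue, 12936, 12976 and 16211 genes remained. Over all 8 mice per group, 30675, 32898 and 35688 genes had at least 1 count.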

Additionally, post-transcriptional regulatory mechanisms, such as mRNA stability, translational efficiency, and protein degradation, likely contribute to this discrepancy. This phenomenon, often referred to as ‘post-transcriptional buffering’, means that not all transcripts are translated into proteins, and the correlation between mRNA and protein levels is often modest. These findings underscore the complexity of gene expression regulation and emphasize the importance of multi-omics integration to fully capture the molecular adaptations induced by IF.

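Spearman's rho was computed across the 777 liver proteins that differ in the paper's table and have a tested mRNA. Between mRNA and the paper's protein log2 fold changes it was 0.203 (jackknife standard error 0.00776 over same-numbered pairs of mice, protein values held fixed). Genes are not independent replicates, so no p is attached to this value. Other splits of the same 14 mice into 7 and 7, each of which parts every pair of mice with the same replicate number, were set beside it, and 5 of the 64 splits, the real one included, gave a rho as large in size. The other 4 exchange 1 or 2 pairs and so keep a part of the diet contrast, which makes this no test against chance. The mRNA moved in the direction of the protein for 457 of the 777, or 58.8%, 253 of them higher and 204 lower in IF mice, and 5 of the 64 splits gave a share as far from an even one. The largest alternative values were a rho of 0.265 and a share of 61.3%, over the matched genes whose mRNA was differentially expressed. The smallest were 0.141 and 57.0%, over all proteins with a fold change in the shortened copy of the paper's table. All 8 mice per group gave 0.211 and 60.3%.

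**Figure D4:**
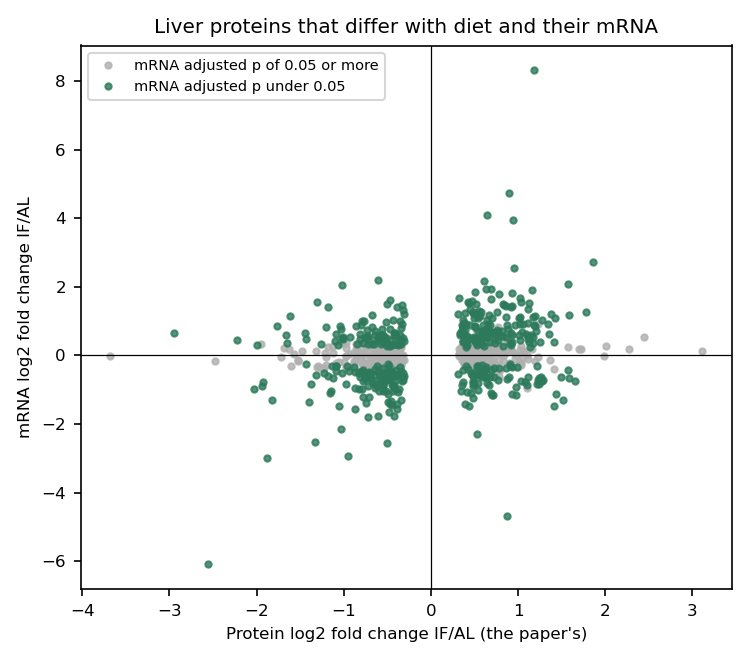
Each point is 1 of the 777 liver proteins that the paper lists as differentially expressed, with the paper's protein log2 fold change (IF over AL) on the horizontal axis and the mRNA log2 fold change over 7 mice per group on the vertical axis. Green points are the 437 genes whose mRNA had an adjusted p under 0.05, and 457 of all points lie in the quadrants where both changes have the same sign.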

### Conclusion

This comprehensive study elucidates shared and tissue-specific IF-triggered metabolic adaptations across the liver, muscle, and cerebral cortex. 

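At the level of mRNA, 1453 genes were differentially expressed in both liver and muscle, 33 in both liver and cortex, and 34 in both muscle and cortex. With 43.2% of the liver genes called, large overlaps with liver arise by chance. The 33 of 78 cortex genes and the 1453 of 3245 muscle genes also called in liver are close to that share. The 34 of 78 cortex genes also called in muscle lie above its share of 21.6%. No test was run on these overlaps. All 3 tissues shared 21 genes, of which 13 were higher and 1 lower in IF mice in each tissue, while the other 7 changed in different directions. Shared genes higher in each tissue included Sgk1, Tsc22d3 and Hif3a, with log2 fold changes of 1.27, 1.31 and 1.49 for Sgk1, 0.62, 1.35 and 0.80 for Tsc22d3 and 2.37, 1.90 and 1.83 for Hif3a in liver, muscle and cortex. These 3 were named after their values were seen. The number shared followed the cortex count, with 47 genes over all 8 mice per group, 9 with IF mouse 9 left out in place of IF mouse 10, and 78 without the library labelled cortex AL mouse 1, all 21 among them.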

Through integrated proteomic and transcriptomic analyses, we identified both shared and organ-specific responses to IF, revealing a complex interplay of molecular mechanisms that optimize energy utilization, enhance metabolic flexibility, and promote cellular resilience under nutrient scarcity. In the liver, IF caused upregulation of pathways involved in gluconeogenesis, fatty acid oxidation, and ketogenesis, while downregulating biosynthetic processes such as steroid hormone synthesis and cholesterol metabolism. These changes underscore the liver’s central role in maintaining systemic energy homeostasis during fasting. Similarly, skeletal muscle exhibited enhanced metabolic efficiency through the upregulation of pathways like pyruvate metabolism, fatty acid biosynthesis, and AMPK signaling, while downregulating oxidative phosphorylation and thermogenesis, reflecting a shift toward alternative energy-generating processes. In the cerebral cortex, IF induced adaptive changes in autophagy, PPAR signaling, and metabolic pathways, while suppressing stress-related and biosynthetic processes, highlighting the brain’s unique response to fasting.

Notably, our findings reveal that while some molecular responses to IF are conserved across tissues, such as the upregulation of Serpin A1c in the liver and its downregulation in muscle and cortex, others are highly tissue-specific. This divergence underscores the importance of organ-specific metabolic reprogramming in mediating the systemic effects of IF. Furthermore, the identification of synaptic vesicle localization as a shared biological process across all three tissues suggests a novel, unifying mechanism linking metabolic changes to cellular communication and stress adaptation. Despite the observed discordance between transcriptomic and proteomic data, attributed to post-transcriptional buffering and the inherent limitations of proteomic coverage, our multi-omics approach provides a robust framework for understanding the molecular underpinnings of IF. These insights not only advance our understanding of the physiological adaptations to fasting but also highlight potential therapeutic targets for metabolic disorders, neurodegenerative diseases, and aging. Future studies should explore the functional roles of key proteins and pathways identified here, as well as the long-term implications of IF on tissue health and systemic metabolism.

## Materials and methods

### Experimental design and animal procedures

The in vivo experiments described here received ethical approval from the Animal Care and Use Committee at La Trobe University (Approval ID: AEC21047) and adhered to the standards set by the Australian Code for the Care and Use of Animals for Scientific Purposes (8th edition) as well as the NIH Guide for the Care and Use of Laboratory Animals. Measures were taken to limit animal suffering and optimize the number of animals involved. The study complied with the ARRIVE guidelines throughout all stages of the research. Male C57BL/6 mice, aged 4 weeks, were sourced from the Animal Resources Centre in Australia and maintained at La Trobe University’s animal housing facility. They were kept under a 12 hr light/12 hr dark schedule (lights on from 07:00 to 19:00) and fed a standard diet containing 20% crude protein, 5% crude fat, 6% crude fiber, 0.5% added salt, 0.8% calcium, and 0.45% phosphorus (Ridley, Victoria, Australia), with unrestricted access to water. At 6 weeks of age, the mice were randomly divided into two dietary groups: one undergoing intermittent fasting for 16 hr daily from 16:00 to 8:00 (IF) and a control group with unlimited food access (ad libitum, AL; N=8 in each experimental group). Body weight was routinely measured, and blood levels of glucose and ketones were evaluated using the FreeStyle Optium Neo device along with corresponding FreeStyle Optium test strips for glucose and ketones (Abbott Laboratories, Illinois, USA), measured after a 6 hr fast. In addition, cholesterol levels were determined using the Roche Cobas b 101 Lipid system (Cat. No. ROC06380115190, Roche Diagnostics, Basel, Switzerland), while HbA1c concentrations were assessed with the Roche Cobas b 101 HbA1c (Cat. No. ROC08038694190) kits (Roche Diagnostics, Basel, Switzerland). After 4 months on their respective diets, mice were euthanized by CO₂ inhalation between 07:00 and 12:00. This timing ensured that the IF group was sampled at the end of their scheduled fasting window. Immediately afterwards, the mice were perfused with chilled PBS, and tissue samples were quickly frozen in liquid nitrogen before being stored at –80 °C for subsequent analysis.

### Tissue lysate preparation

Tissue samples (30–50 mg) were lysed in 250 μl lysis buffer 6 M guanidine (Merck, Victoria, Australia), 100 mM Tris (Merck, Victoria, Australia), 10 mM TCEP (Merck, Victoria, Australia), 40 mM 2-chloroacetamide (Merck, Victoria, Australia) pH 8.5, then homogenized, sonicated, and heated at 95 °C for 5 min. Then samples were centrifuged at 20,000 × *g* for 30 min at 4 °C and the supernatant was collected. BCA assay (Thermo Fisher Scientific, Waltham, MA, USA) was performed according to the kit’s instructions to determine the protein concentration, then the samples were diluted and used for further analysis.

### Mass spectrometry (MS)-based proteomics analysis

MS-based proteomics analysis was carried out by the La Trobe University-Proteomics and Metabolomics Platform using their established workflows. Briefly, the single pot, solid phase, sample preparation strategy (Hughes et al., 2019) was used to clean up alkylated lysates before digestion. Proteins were captured on carboxylate-modified magnetic SpeedBeads (Cytiva 65152105050250 and 45152105050250) in a 50% ethanol environment by incubating at 24 °C for 5 min with shaking (900 rpm). Using a magnetic rack for separations, the beads were isolated and the supernatant discarded. The beads were washed three times with 80% ethanol, discarding the supernatant each time. Proteins were digested with trypsin (1:20 enzyme:protein ratio) added in 20 mM ammonium bicarbonate and incubated at 37 °C overnight on a shaker. The peptide solution was separated from the beads and collected into fresh tubes. Digested samples were acidified by addition of trifluoroacetic acid to 0.5% (v/v). The tryptic peptides were then desalted using the StageTip method (Rappsilber et al., 2007) and dried in a Speedvac.

### LC-MS analysis of peptides

LC-MS was performed on a Thermo Ultimate 3000 RSLCnano UHPLC system and a Thermo Orbitrap Eclipse Tribrid mass spectrometer (Thermo-Fisher Scientific, Waltham, MA, USA) at the La Trobe University-Proteomics and Metabolomics Platform. Peptides were reconstituted in 0.1% (v/v) trifluoroacetic acid (TFA) and 2% (v/v) acetonitrile (ACN), and 500 ng of peptides were loaded onto a PepMap C18 5 µm 1 cm trapping cartridge (Thermo Fisher Scientific, Waltham, MA, USA) at 12 µL/min for 6 min before switching the trap in-line with the analytical column (nanoEase M/Z Peptide BEH C18 Column, 1.7 µm, 130 Å and 75 µm ID ×25 cm; Waters). The column compartment was held at 55 °C for the entire analysis. The separation of peptides was performed at 250 nL/min using a linear ACN gradient of buffer A (0.1% (v/v) formic acid, 2% (v/v) ACN) and buffer B (0.1% (v/v) formic acid, 80% (v/v) ACN), starting at 14% buffer B to 35% over 90 min, then rising to 50% buffer B over 15 min followed by 95% buffer B in 5 min. The column was then cleaned for 5 min at 95% buffer B and afterward ramped down to 1% buffer B over 2 min and then held at 1% buffer B for a final 3 min.

Mass spectra were collected on the Thermo Orbitrap Eclipse in Data Independent Acquisition (DIA) mode on the Orbitrap for both MS1 or "master scan" spectra and HCD DIA spectra. MS1 "master" scan parameters were: scan range of 350–1400 m/z, 120,000 resolution, max injection time 50ms, AGC target 1e6 (250%). DIA spectra were collected with a target cycle time of 3 s, resolution of 30 K, isolation window of 15, and 45 windows covering precursor range of 361–1036 m/z, and scan range of 197–2000. AGC target set to 1e6 (2000%), max IT of 55ms, HCD collision energy set to 30%. Internal mass correction was performed with the Thermo EASY-IC option.

### Database search

The mass-spectral database search was conducted using DIA-NN v181 (Demichev et al., 2020), with label-free DIA matching against the *Mus musculus* reference proteome downloaded from Uniprot (UP000000589_10090, 1 protein sequence per gene, March 2023). A spectral library was generated with deep learning in DIA-NN from the fasta file and library precursors reannotated from the fasta database. Min-max fragment size was 200 m/z to 1800 m/z, N-term methionine excision enabled, min-max peptide length was 7–30, min-max precursor m/z was 300–1800, precursor charge range 1–4, digest trypsin/P, missed cleavages set to 2. Fixed peptide modifications were carbamidomethyl of cysteine, and variable mods were acetylation of protein N-terminus and oxidation of methionine, and one variable mod per peptide was allowed. Processing parameters turned on were: ‘use quant’, ‘peptidoforms’, ‘reanalyse’, ‘relaxed protein inference’, and ‘smart profiling’. Mass tolerances were determined from the dataset. Protein validation FDR threshold was 0.01.

### Statistical and differential expression analysis of proteomics data

Processed MS data (by the La Trobe University-Proteomics and Metabolomics Platform) were subjected to downstream statistical and bioinformatics analysis using JG lab established pipelines. For these analyses, the label-free intensities of all identified proteins were log-transformed, followed by median normalization across samples using the normalizeMedianValues function in limma R package (Ritchie et al., 2015). The datasets were filtered for 50% valid values across all samples (proteins with >50% missing values were excluded from downstream statistical analysis), with the remaining missing values imputed as described by Tyanova et al., 2016. All preprocessing steps were conducted within the publicly available FlexStat web application (De Silva et al., 2024). For differential protein expression analysis in response to IF, the limma package employed within the FlexStat web application was used. Pairwise comparisons against the AL control group were performed, with statistical significance assessed using the Benjamini-Hochberg procedure to control the false discovery rate (FDR), applying an adjusted p-value threshold of <0.05.

### Heat map generation and functional enrichment analyses

Heatmaps were generated using the normalized protein intensities in R with the pheatmap package (pheatmap and Heatmaps, 2018) with default parameters. DEPs were clustered to highlight expression patterns across experimental conditions. To infer potential biological functions associated with protein expression changes, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed. GO and KEGG enrichment analyses were conducted using the clusterProfiler R package (Yu et al., 2012), evaluating biological processes, cellular components, and molecular functions. GO terms and KEGG pathways with a q-value<0.05 were considered significantly enriched among DEPs, indicating potential functional relevance. To explore functional networks across different IF regimens, gene set enrichment analysis (GSEA) was performed using GSEA (version 4.3.3) desktop application on the proteomic dataset with curated mouse GO biological processes and pathway databases (version 2023.2; Merico et al., 2010). The FDR was controlled at 0.05. Enrichment scores were assigned to each functional group, where positive scores approaching +1 indicated significant enrichment and negative scores approaching –1 indicated depletion (Subramanian et al., 2005). Pairwise comparisons of enrichment scores between experimental groups were evaluated using permutation testing. Based on gene set similarity (p-value <0.01), EnrichmentMap plugin (Merico et al., 2010; version 3.5.0), implemented in Cytoscape (version 3.10), was used to visualize overlapping gene set clusters, enabling network-based interpretation of enriched pathways.

### Protein-protein interaction network analyses

Functional connectivity among significantly altered proteins was assessed using protein-protein interaction (PPI) data curated from the STRING database (Szklarczyk et al., 2023), which integrates experimental evidence, computational predictions, and text mining. An IF-altered functional network for each organ was constructed to encompass interactions relevant to metabolic, regulatory, and signaling pathways. Redundant interactions were removed to minimize network complexity, and IF-specific alterations in protein expression for each organ were incorporated to generate time-resolved functional networks. Only interactions with a confidence score >0.8 were included. Network visualization was performed using the STRING plugin (version 2.2.0) implemented in Cytoscape (Doncheva et al., 2019). Venn diagrams were generated to identify overlapping proteins, DEPs across different IF regimens and corresponding enriched GO terms using the InteractiVenn web application (Heberle et al., 2015).

### Total RNA extraction and quality control for transcriptome analysis

TRIzol RNA Isolation kit (Thermo Fisher Scientific, Waltham, MA, USA) was used according to the kit’s instructions to extract total RNA from liver, muscle, and cerebral cortex samples. To assess the quality of the extracted total RNA, RNA purity was determined using Nanodrop ND-1000 (Thermo Fisher Scientific, Waltham, MA, USA). Enriched RNA was of high quality, demonstrating an OD260/OD280 ratio of 1.9–2.0 from Nanodrop readings.

### cDNA library preparation and RNA sequencing

NEBNext Ultra II RNA Library Prep Kit for Illumina (New England BioLabs, MA, USA) and NEBNext Ultra II Directional RNA Library Prep Kit (New England BioLabs, MA, USA) were used according to the kit’s instructions for Eukaryotic RNA-seq. Poly-T oligo-attached magnetic beads were used to purify the mRNA from total RNA. Then, a fragmentation buffer was added to the mRNA. First-strand cDNA was subsequently synthesized using random hexamer primer. Next, second-strand cDNA synthesis was performed using dUTP for directional library. After end repair, A-tailing, adapter ligation, size selection, USER enzyme digestion, amplification, and purification, the library preparation was done. The library was checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution detection. Quantified libraries were pooled and sequenced on Illumina platforms, according to effective library concentration and data amount.

### Transcriptome data mapping and differential expression analysis

The RNA sequencing results from the Illumina NovaSeq 6000 Sequencing System were output as quality and color space fasta files. The files were mapped to the Ensembl-released mouse genome sequence and annotation (*Mus musculus*; GRCm39/mm39). Hisat2 version 2.0.5 (Kim et al., 2019b) was used to build an index of reference genome and align paired-end clean 1 reads to the reference genome. FeatureCounts version 1.5.0-p3 (Liao et al., 2014) was used for the quantification of gene expression levels to count the read numbers mapped of each gene. Then FPKMs of each gene were calculated based on the length of the gene and reads count mapped to the same gene. DESeq2 R Package version 1.10.1 (Love et al., 2014) was used to perform differential expression analysis. Genes with p-value <0.05 found by DESeq2 were assigned as differentially expressed.

### Integrative analysis of proteome and transcriptome data

To identify robust molecular signatures driving the separation between IF and AL groups across transcriptomic and proteomic layers, supervised multi-omics integration was performed using Data Integration Analysis for Biomarker discovery using Latent variable approaches (DIABLO), implemented in the mixOmics R package version 6.28.0 (Rohart et al., 2017). Prior to integration, RNA-seq count data were normalized using Variance Stabilizing Transformation (VST) via the DESeq2 package (Love et al., 2014), while proteomic label-free intensities were log-transformed. Features with near-zero variance were removed using the nearZeroVar function. A supervised N-integration block sparse PLS-DA (block.splsda) model was constructed with a design matrix set to 0.1 to prioritize discrimination between phenotypic groups while allowing for correlations between omics layers. The optimal number of features to retain for the first latent component was determined using 10-repeated sevenfold cross-validation (M-fold CV). A grid search was performed to select the feature combination minimizing the Balanced Error Rate (BER). Model performance was evaluated using the Area Under the Receiver Operating Characteristic (AUROC) curve.

### Interaction network construction and visualization

To visualize the functional connectivity between the selected transcriptomic and proteomic signatures, relevance networks were generated based on the similarity matrix inferred by the DIABLO model. Only correlations between features with an absolute coefficient >0.7 were retained to ensure high-confidence interactions. Network visualization and topology analysis were performed using the igraph R package (Csárdi and Nepusz, 2006). Nodes were distinctively colored to represent molecular layers, and edges were colored based on the direction of regulation.

### Functional enrichment of integrated signatures

Biological interpretation of the DIABLO-selected multi-omics signature was performed using the clusterProfiler R package version 3.8.1 (Wu et al., 2021). Gene and protein identifiers were converted to Entrez IDs using the org.Mm.eg.db database. Given the stringent feature selection imposed by the sparse PLS-DA model, an exploratory trend analysis was employed to identify biological trends. Enrichment analysis was conducted for Gene Ontology (GO) Biological Processes and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Pathways were ranked based on adjusted p-values and Fold Enrichment scores, and the top 10 most biologically relevant terms associated with the integrated signature were visualized using bubble plots.

### Immunohistochemistry

Following transcardiac perfusion fixation, liver tissue was dissected and cryoprotected overnight in 30% (w/v) sucrose in phosphate-buffered saline (PBS). Horizontal cryostat sections (14 μm thickness) were prepared and mounted on slides. For immunofluorescence staining, sections underwent antigen retrieval followed by incubation with a polyclonal anti-α–1 antitrypsin primary antibody (PA5-122246, 1:50 dilution). Signal detection was performed using an Alexa Fluor 488-conjugated secondary antibody (ab150081). Images were acquired on a Zeiss LSM 780 confocal microscope and processed using Cámara et al., 2011 Blue Edition software (Carl Zeiss AG).

### Statistics

For physiological measurements such as body weight and bodyweight change, values are indicated as mean ± SEM (n=8 mice/group). Significance is based on two-way ANOVA with Tukey’s post-hoc test. p-value <0.05 was considered statistically significant. For physiological measurements, such as fasting blood glucose and ketone levels, values are indicated as mean ± SEM (n=8 mice/group). Significance is based on a two-tailed paired T-test. p-value <0.05 was considered statistically significant. The statistics for these comparisons were conducted using the GraphPad Prism software programme. For proteome analyses, protein validation FDR threshold was 0.01. Pairwise comparisons against the AL control group were performed, with statistical significance assessed using the Benjamini-Hochberg procedure to control the false discovery rate (FDR), applying an adjusted p-value threshold of <0.05. For function enrichment analysis, GO terms and KEGG pathways with a q-value <0.05 were considered significantly enriched among DEPs, indicating potential functional relevance. For gene set enrichment analysis (GSEA), the proteomic dataset with curated mouse GO biological processes and pathway databases FDR was controlled at 0.05. Gene set similarity was set as p-value <0.01, and the EnrichmentMap plugin (v3.5.0) in Cytoscape (v3.10) was used to visualize overlapping gene sets and interpret enriched pathways. Network visualization was performed using the STRING plugin (version 2.2.0) implemented in Cytoscape with a confidence score >0.8. For transcriptome data, differential expression analysis of the quantified transcripts was performed using DESeq2 R Package v.1.20.1. Those transcripts with p-value <0.05 were considered to be significantly differentially expressed among the different categories.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD063124. High throughput RNA sequencing data from this manuscript have been submitted to the NCBI Sequence Read Archive (SRA) under accession number GSE290224. The following datasets were generated: LoweR ArumugamT 2026Intermittent Fasting Drives Metabolic Reprogramming Through Tissue-Specific and Shared Molecular AdaptationsPRIDEPXD063124 XiangyuanYF ArumugamT 2026Intermittent Fasting Reprograms Chromatin Accessibility to Modulate Gene Expression in Brain and MuscleNCBI Gene Expression OmnibusGSE290224

# Supplementary material for: Uncovering shared and tissue-specific molecular adaptations to intermittent fasting in liver, brain, and muscle
**Source:** eLife. 2026 Apr 17;14:RP107332. doi: 10.7554/eLife.107332
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Yes, see the Methods section entitled "Immunohistochemistry". |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Yes - see the section "Data availability". |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | C57BL/6 male mice. Please see Methods section entitled " Experimental Design and Animal Procedures". |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Yes, see the Material and methods section. |  |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | The minimum number of biological replicates in experiments was 3, while the maximum was 8. Sample sizes are mentioned throughout the methods section and in the figure legends. |  |
| Define whether data describe technical or biological replicates. | Data describe biological replicates. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | All in vivo experimental procedures were approved by the Animal Care and Use Committee at La Trobe University (Approval ID: AEC21047) and adhered to the standards set by the Australian Code for the Care and Use of Animals for Scientific Purposes (8th edition) as well as the NIH Guide for the Care and Use of Laboratory Animals. |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | See the Methods section entitled “Statistics”. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). |  |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD063124. High throughput RNA sequencing data from this manuscript have been submitted to the NCBI Sequence Read Archive (SRA) under accession number GSE290224. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

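RNA-seq libraries of liver, skeletal muscle and cerebral cortex were read for 3 tissues of male mice fed ad libitum (AL) or fasted for 16 h each day (IF). The table holds 96 count columns, of which 48 come from male and 48 from female mice, and 42 of the male libraries are those of the 7 mice per group that the mouse numbers of the paper's proteome tables name. The authors aligned the reads to GRCm39 with Hisat2 and counted them per gene with featureCounts, and the deposited values are these raw read counts, without normalization, for 56748 genes. The authors' table also gives the length of each gene in bases, which was not used. Of the 56748 identifiers, 56017 matched the reference annotation, and each matched gene lay at an overlapping position of the same chromosome.

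Samples were grouped by the tissue, sex, diet and mouse number of their labels. Each tissue was fitted alone over the 7 AL and 7 IF male mice with edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust quasi-likelihood dispersions and the quasi-likelihood test. The genes tested were those that edgeR's expression filter kept with its default minimum count of 10 and minimum total count of 15. Adjusted p-values follow the Benjamini-Hochberg procedure, with 0.05 as the threshold. The errors given with log2 fold changes are standard errors, and those given with CPM are SD over 7 mice. A log2 fold change against a group whose libraries hold at most 3 counts is given as a lower bound against that floor. Log2 CPM for distances and scores were computed with a prior count of 2. Between 26097314 and 47904499 reads per library were counted on genes in these 42 libraries, and intervals from these depths would cover counting error only, so the spread between mice is given in their place.

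The share of the squared distance between libraries that lies between the diets was tested with an exact permutation test over all splits into 7 and 7. Lists of genes for 5 pathways were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. The paper's protein fold changes in liver, from a shortened copy of its table with 1999 liver proteins, were matched to genes by symbol. Spearman's rho was computed across genes, which are not independent replicates. Counts of genes were set beside those from other splits of the same mice, 64 for the male groups, each of which parts every pair of mice with the same replicate number, and 100 for the female groups, and the interaction beside 100 permutations of the residuals of a limma fit, the real order included in each number. Female mice were fitted in the same way over 8 AL and 8 IF libraries per tissue, and the difference in response between the sexes as the interaction of sex and diet over 32 libraries. The genes named are those the paper names in its section on the integration, the labels of Fig. 4A, C and E that could be read by eye, the Serpina1 genes, sex-linked genes, members of the pathway lists and, per tissue, the 5 genes with the largest change among those that passed the threshold, had a mean of at least 1 CPM and did not overlap between the diets.

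The alternatives were relative log expression (RLE) size factors, the Wald test of DESeq2 1.42.0, no filter beyond 1 count, at least 10 counts in every library, an unadjusted p as in the paper's methods, a minimum change of 2-fold, all 8 mice per group, IF mouse 9 left out in place of IF mouse 10, a block for the replicate number and 1 fit over the 3 tissues. For the shares of distance they were linear CPM and the 500 most variable genes, and for the pathway lists an inter-gene correlation estimated from the data. The tests were tried on simulated data at these group sizes, where 61.5% of liver, 80% of muscle and 82% of cortex genes given a 2-fold change were called. The DIABLO integration was not rerun, the muscle and cortex proteomes were compared only for the proteins the paper names in its text, and the female libraries were used only for the comparisons that follow the paper. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.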

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

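The splits of the mice behind the counts of genes, and the tests of library size, were chosen before the data were examined, while the tests of the library labelled cortex AL mouse 1 and of the female response were chosen only after the result was seen.

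The library labelled cortex AL mouse 1, from a male mouse by its label, held 216 CPM of Xist, a transcript of the inactive X chromosome on which the paper does not report. The other 15 male cortex libraries had at most 0.2299 CPM, and the 16 female cortex libraries between 191.8 and 317.2 CPM. In the same library 10219 reads were counted on Xist and 0 on the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, so the test for a mixed sample, which asked for reads of these genes, gave 0. A second sequencing of the same library was tested by its difference from the nearest other library, which was 1.535 in units where counting noise gives 0.455, so it is not a repeat of that library. Both of the 2 libraries nearest to it over all genes, those of female IF mice 40 and 39, are labelled female, but male AL mouse 7 and male IF mouse 10 also have 3 female libraries among the 5 nearest to them, as it does, so its neighbours say little about its sex. From the counts of Xist and the Y-linked genes, it may be a mislabelled sample from a female mouse. Its difference from female IF mouse 40 is the smallest of the 496 pairs of cortex libraries, the next being 2.1, and among male mice IF mouse 10 (3.465) and IF mouse 14 (3.491) lie nearer to it than the nearest AL mouse (7.191). No mouse or diet other than those of its label is assigned to it from these values. No biological explanation was tested, since the design gives none for Xist in a male mouse.

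This library also stood apart from the others of its group in total counts (47904499 against 32373437 to 39314534), in Sgk1 (71.13 CPM against 37.48 to 48.96) and in Pnpla7 (20.1 CPM against 12.72 to 14.07). Its clock limb difference, the mean of 10 genes grouped with Per1 less that of 5 with Arntl, was 2.097 against 0.7529 to 1.226. When this library was left out, 498 cortex genes passed. Leaving out any 1 of the other 13 libraries gave between 30 and 281 genes (median 40), so 1 library, this one, gave as many. A mislabelled sample may thus have lowered the cortex count, but it cannot have made it, since all 78 genes called with it were among the 498 called without it.

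Further values far from the rest of their group were Ppp1r3g in liver of AL mouse 6 (0.8137 CPM), Tars1 in liver of IF mouse 9 (57.86 CPM), Shc2 in muscle of IF mouse 9 (12.65 CPM), Gpr183 in cortex of AL mouse 3 (1.574 CPM) and of IF mouse 11 (0.9832 CPM), and Nabp1 in cortex of IF mouse 15 (3.896 CPM). In all, 142 groups of values were examined and 10 held such a value, where 7.1 are given by chance. Of the 10, 4 belong to the library labelled cortex AL mouse 1, and no explanation was tested for the other 6.

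The response to diet differed between the sexes in 4184 liver genes, 2314 muscle genes and 81 cortex genes (interaction of sex and diet over 32 libraries per tissue, adjusted p under 0.05). With limma in place of edgeR, 4329, 2346 and 95 genes passed, and of 100 permutations of the residuals only the real order, 1 of 100 in liver, 1 in muscle and 1 in cortex, gave as many, the next giving 16, 4 and 1. In female mice the diet changed 0 liver genes (919 at an unadjusted p under 0.05, where 797 are given by chance), 1 muscle gene (1644, chance 765) and 2 cortex genes (2069, chance 920), against 7234, 3463 and 294 in the 8 male mice per group. These female genes were Rn18s-rs5 in muscle (log2 fold change 1.00) and mt-Atp6 (-2.43) and Gm11263 (-1.15) in cortex, named after their values were seen. Of 100 splits of the female mice, 100 gave as many liver genes, as any split must beside a count of 0, while 33 gave as many as 919 at an unadjusted p. As many muscle genes were given by 3 and as many cortex genes by 3 of the 100, and other splits gave up to 1207 liver, 3 muscle and 408 cortex genes. At an unadjusted p, 2 of the 100 gave as many as 1644 muscle genes and 10 as many as 2069 cortex genes, the real split included. A weak response of female muscle to the diet is thus not excluded.

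Too few mice would leave large changes uncalled, yet 61% of simulated 2-fold changes were called in female liver. If female mice responded as strongly as male mice, exchanged diet labels would spread the female libraries over the score of the male response by at least the gap between the male groups, but they spanned 0.804 in liver, where the gap was 1.81, and 0.557 in muscle, where it was 0.686. A weaker or different female response with exchanged labels is not excluded by this. In cortex the female span of 0.282 was larger than the gap of 0.0504, but that gap is set by the library labelled cortex AL mouse 1 (-0.01579, the next highest AL score being -0.2603). Without that library the gap is 0.295, narrowly larger than the span, so the result in cortex depends on it. Sampling at another clock phase than the male mice remains, since 16 of the 16 female libraries in liver and 16 in muscle lay above every male library in the difference between the clock limbs (3.779 to 5.646 in female and -1.729 to 2.872 in male liver), and 1 of 16 in cortex. There the highest male value is again that of the library labelled cortex AL mouse 1, without which 6 of the 16 lay above every male library (at most 1.955) and 16 of 16 above every AL library. The difference between the sexes can thus not be told apart from another time of sampling in liver and muscle, and in cortex the outcome of both tests depends on that library, so neither was decisive. The labels give no diet schedule for the female mice, so another schedule could not be tested either.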

How the results depend on the processing

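The refits that leave out the library labelled cortex AL mouse 1 were chosen only after the result was seen.

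The refits were compared for 131 genes, which include the members of the pathway lists and so some genes not named in the text. Of 798 comparisons, 760 kept the direction and the side of the threshold, 23 no longer passed, 11 newly passed and 4 changed sign. The sign changed for 3 genes. With IF mouse 9 left out in place of IF mouse 10, Ugp2 in liver had 0.0219, Ndufs4 in muscle 0.0109 and Rnf141 in cortex -0.0044, and over all 8 mice per group Rnf141 had -0.032; 0.705 was the smallest adjusted p of Ugp2 over its alternatives, 0.693 of Ndufs4 and 0.788 of Rnf141. The median log2 fold change of all genes was farthest from 0 with TMM in liver, at 0.064, among TMM, RLE and DESeq2's size factors in the 3 tissues.

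The liver count stayed within 1.5 times 6965 under each alternative but the minimum change of 2-fold, which left 2351 genes. In muscle that minimum left 394 genes, an unadjusted p gave 5144 with edgeR and 5257 with DESeq2, and 1 fit over the 3 tissues gave 2155, while the other alternatives stayed within 1.5 times 3245.

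The cortex count depended on the processing more than those of liver and muscle. It was 463 with DESeq2, 2671 and 2825 at an unadjusted p with edgeR and DESeq2, 10 with the minimum change of 2-fold, 294 over all 8 mice per group, 36 with IF mouse 9 left out in place of IF mouse 10, and 20 with 1 fit over the 3 tissues. Without the library labelled cortex AL mouse 1 it was 498, and 1332 over all 8 mice per group but that library, where 77 of the 78 genes were called again. RLE size factors, no filter and at least 10 counts in every library kept it within 1.5 times 78. The cause was not tested.

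The number of genes shared by all 3 tissues was 78 with DESeq2, 401 and 435 at an unadjusted p with edgeR and DESeq2, 4 with the minimum change of 2-fold, 47 over all 8 mice, 9 with IF mouse 9 left out in place of IF mouse 10, 10 with 1 fit over the 3 tissues and 78 without the library labelled cortex AL mouse 1. The cause was not tested.

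A block for the replicate number rests on a pairing of AL and IF mice that the labels do not state. As a check, the residuals of AL and IF mice with the same number correlated at 0.0182 in liver, -0.00269 in muscle and -0.0712 in cortex on average, which shows no pairing by number. With the block, 4 cortex genes passed, 2 genes were shared by all 3 tissues and 0 cortex genes passed in female mice.

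The share of distance between the diets in cortex was 3.54% over linear CPM and 13.18% over the 500 most variable genes (p = 0.0519, exact permutation test), neither of which passed, while it passed under the other alternatives, with p between 0.00839 and 0.0315. The share between tissues was 89.29% over linear CPM and 98.49% over the 500 most variable genes. The cause was not tested.

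With the inter-gene correlation estimated from the data, the cholesterol synthesis genes, with a median log2 fold change of -1.10, 16 of 20 of them lower, no longer passed (camera, adjusted p = 0.145, with 5.09e-10 to 4.91e-07 over the other alternatives), nor did the gluconeogenesis genes, with 0.93, 9 of 9 higher (adjusted p = 0.0549, with 6.87e-05 to 4.6e-04 over the others). The other 3 lists stayed above the threshold throughout. Both calls thus depend on the correlation set between the genes of a list.

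Spearman's rho between liver mRNA and the paper's protein fold changes was 0.1412, with 57.01% in the same direction, over all listed proteins. These are the proteins with a fold change in the shortened copy of the paper's table. The values were 0.2652 and 61.33% over the genes whose mRNA passed, and 0.2111 and 60.28% over all 8 mice per group. The cause was not tested.

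The number of genes detected fell to 12936 in liver, 12976 in muscle, 16211 in cortex with at least 10 counts in every library of the tissue, and to 16131 in liver, 15029 in muscle, 18364 in cortex with edgeR's expression filter.

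In female mice DESeq2 gave 6 liver, 91 muscle and 73 cortex genes, an unadjusted p 919, 1644 and 2069, and no filter 5 muscle genes. The interaction of sex and diet gave 4527 muscle genes at an unadjusted p. In cortex it gave 2444 at an unadjusted p, 310 with DESeq2, 50 without a filter, 145 with at least 10 counts in every library, 51 over the 7 male mice per group and 397 without the library labelled cortex AL mouse 1. The cause was not tested.

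In simulated data at the depth and number of male mice, 61.5% of 2-fold changes were called in liver, 80% in muscle and 82% in cortex with edgeR, with 7.52%, 5.33% and 4.65% of the calls false. DESeq2 called more, with 14.4%, 10.9% and 11.5% false.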

Differences from the paper's values

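No test in this part was chosen after the result was seen, except where the text says so.

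The paper gives over 20000 genes as detected, a lower bound without a stated rule. With at least 1 count in any of the 14 libraries, 32440 genes were found in muscle and 35161 in cortex, more than 1.5 times 20000 but above that bound. A single library had counts on between 20733 and 23538 genes in muscle and between 24680 and 26162 in cortex. These values lie above the bound and within 1.5 times 20000, so counting per library leaves no difference. Among the alternatives set before the data were examined, the genes kept by edgeR's expression filter, 15029 in muscle and 18364 in cortex, lay within 1.5 times 20000 but below the bound. At least 10 counts in every library of the tissue gave 12976 genes in muscle and 16211 in cortex, also below it, of which the cortex value lay within 1.5 times 20000. All 8 mice per group gave 32898 and 35688 genes, above the bound and more than 1.5 times 20000.

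In liver the label read as Acsl5 in Fig. 4A stands among the transcripts that rise in IF mice, and its mRNA had a log2 fold change of -0.60 (adjusted p = 5.14e-04). This label is hard to read, so the difference may come from a misreading. The paper names galactose metabolism and aminoacylation among the processes that fall in liver, while neither list of genes stood apart from the other genes (median log2 fold changes -0.24 and -0.09), and no alternative changed this. Dio1, which the paper gives as falling, had a log2 fold change of -0.15 (adjusted p = 0.488) in its mRNA.

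In muscle the paper gives Ndufs4 as suppressed, and its mRNA had a log2 fold change of -0.02 (adjusted p = 0.878).

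In cortex the paper gives Rbm15 as induced, and its mRNA had a log2 fold change of -0.47 (adjusted p = 0.155). The mRNA of Rnf141, also given as induced, had 0.0028 (adjusted p = 0.99), and that of Cirbp 0.29 (adjusted p = 0.183). Fig. 4 shows Rbm15, Rnf141 and Cirbp in the protein layer, as it does Dio1 and Ndufs4. The paper gives Hells, Gpr183, Nrcam and Opn4 as lower, and their log2 fold changes were -0.57 (adjusted p = 0.0889), -0.58 (adjusted p = 0.137), -0.21 (adjusted p = 0.0788) and -0.98 (adjusted p = 0.0974). Hells passed with DESeq2 (-0.56, adjusted p = 0.0197) and with all 8 mice per group (-0.56, adjusted p = 0.0348), over alternatives from 0.0197 to 0.234. Nrcam passed with DESeq2 (-0.20, adjusted p = 0.00208), with all 8 mice (-0.24, adjusted p = 0.021) and without the library labelled cortex AL mouse 1 (-0.21, adjusted p = 0.0465), over alternatives from 0.00208 to 0.21. Opn4 passed only without that library (-1.05, adjusted p = 0.0422), over alternatives up to 1. Leaving out that library was chosen after seeing the values. With an unadjusted p under 0.05, which the paper's methods name, Cirbp passed at 0.00804, Rbm15 passed at 0.0048 in the direction opposite to the paper's, and all 4 of the lower genes passed, at 9.98e-04 for Hells, 0.00366 for Gpr183, 6.56e-04 for Nrcam and 0.00124 for Opn4.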

Other observations

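The tests of the pathway lists and of mRNA and protein on other splits, the refits with a covariate and the test of the order of sampling were chosen only after the result was seen.

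Splits of the same 14 mice into other groups of 7, each of which parts every pair with the same replicate number but mixes AL and IF mice, were fitted in the same way. As many genes as in the real groups were called in 1 of the 64 splits in liver, the real one, with 2510 in the next, in 1 of 64 in muscle, with 327 in the next, and in 3 of 64 in cortex, where another split gave 96. As many genes shared by all 3 tissues were found in 1 of 64, with 4 in the next. Most other splits called 0 cortex genes, and such a split can share none. This number thus follows the cortex count and does not test sharing beyond it. A median log2 fold change as large in size was given by 1 of 64 for cholesterol synthesis, 1 for gluconeogenesis, 1 for galactose metabolism, 4 for aminoacyl-tRNA synthetases and 16 for glycolysis in muscle. The other splits differ from the real one by the number of pairs they exchange, where a split and its mirror are the same. Those with the most called genes exchange 1 pair in liver and 1 in muscle, so they hold most of the diet difference. In cortex the split with 96 genes exchanges 2 pairs. Another, which exchanges only the library labelled cortex AL mouse 1 and IF mouse 9, gave 88 genes, while the remaining splits with 1 pair gave 0. That library may be mislabelled and lay nearer to IF mouse 14 than to any AL mouse. How much of the diet difference this split keeps is therefore uncertain. The split with 96 genes does not exchange that library, so the diet difference kept by a split does not by itself account for its count. A rho between mRNA and protein as large was given by 5 of 64 and a share in the same direction as large by 5 of 64. The other 4 splits with a rho as large exchange 1 or 2 pairs and so keep a part of the diet contrast. Those with 2 pairs called 0 liver genes. These counts do not show that the relation is no more than chance, nor do they exclude it.

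Library size did not differ between the diets in liver (exact permutation test, p = 0.355) or muscle (p = 0.955) but did in cortex before correction (medians of 36820158 in AL and 33023873 in IF mice, p = 0.0326, 0.0978 adjusted over 6 groups of mice), where 74 of the 78 genes were still called with it in the model, among 258 called in all (170 higher and 88 lower), so the count itself depends on this adjustment. The mean of 5 erythrocyte genes differed by 1.47 on the log2 scale in liver (exact permutation test, p = 0.00466, 0.028 adjusted over 6 groups, higher than the median AL mouse in 7 of 7 IF mice), and not in muscle (p = 0.286) or cortex (p = 0.427). With it in the model 3902 of the 6965 liver genes were still called. Blood in the tissue may thus account for a part of the liver calls, but not for all of them.

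In muscle the mean of the slow-fibre genes did not differ (p = 0.559, exact permutation test), while that of 6 adipocyte genes did, by 1.98 on the log2 scale (p = 0.0146, 0.0219 adjusted over 3 groups, higher than the median AL mouse in 6 of 7 IF mice). With this mean in the model 2185 of the 3245 genes were still called, and 4 of the 5 genes with the largest changes, all but Cidea (2.07, adjusted p = 0.264). The log2 fold changes of these 4 shrank, from 5.08 to 2.94 for Pck1, 4.96 to 3.36 for Arxes2, 4.94 to 2.48 for H2-Q10 and 4.56 to 2.84 for Ces1f. Within the AL and IF mice they followed the adipocyte mean, with correlations between 0.729 and 0.942. Adipose tissue in the dissected muscle may therefore account for a part of the calls. Whether it explains the changes of these 4 genes cannot be told. The mean of the fast-fibre genes was lower by 0.21 on the log2 scale in IF muscle (exact permutation test, p = 0.0291, 0.0582 adjusted over 4 groups), and 7 of 7 IF mice lay below the median AL mouse in the fast-fibre and 7 of 7 in the slow-fibre mean, so a difference in fibre composition is not excluded. With the slow-fibre mean in the model 3037 of the 3245 genes were still called, among 3241 in all, and no refit with the fast-fibre mean was run.

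In cortex the mean of choroid plexus genes did not differ (p = 0.72, exact permutation test). The mean of 13 glucocorticoid targets was higher by 0.91 on the log2 scale in IF mice (exact permutation test, p = 0.00175, 0.0035 adjusted over 6 groups, higher than the median AL mouse in 7 of 7 IF mice). With it in the model 0 genes were called and 1621 had an unadjusted p under 0.05. Since this mean nearly separates the diets, the refit removes most of the contrast itself and does not show that the changes follow glucocorticoids, so the cortex changes cannot be told apart from such a response. The mean of these targets also rose in liver, by 1.45, and in muscle, by 0.95 (exact permutation tests, p = 5.83e-04 in each, the smallest the splits can give, 0.00175 adjusted over 6 groups, with 7 of 7 and 7 of 7 IF mice above the median AL mouse), where no refit with it was run. In female cortex the mean of 14 such targets was 4.195 in AL and 4.389 in IF mice (exact permutation test, p = 0.0163, 0.0244 adjusted over 6 groups). In female liver and muscle the mean did not differ (p = 0.108 and 0.497, exact permutation tests).

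The clock genes were set in limbs of 5 genes grouped with Arntl and 10 grouped with Per1. A limb does not say whether its genes activate or repress transcription. The mean log2 fold changes of the Arntl and Per1 limbs were -1.65 and 1.61 in liver, -0.77 and 0.28 in muscle and -0.18 and 0.29 in cortex. A difference between the limbs as large was given by 1 of the 64 splits in liver, 1 in muscle and 2 in cortex. Single genes departed from their limb: Nr1d1, of the Per1 limb, fell by 2.05 in liver and 2.47 in muscle, and Cry1, of the Arntl limb, rose by 1.04 in liver. In muscle 7 of the 10 genes of the Per1 limb were higher. In cortex 0 of the 15 genes passed the adjusted threshold and 7 an unadjusted p under 0.05. The opposite moves of the limb means are consistent with a shift of the clock phase by the time of feeding, and mice sampled within the morning hours that the paper gives, without the hour of each mouse, cannot tell this from a change in level. If mice were sampled in the order of their numbers, the limbs could drift with the number. Of 12 relations, the closest was in liver of male AL mice (Pearson's r 0.808, permutation p = 0.0059, 0.0708 adjusted, and Spearman's rho 0.857, permutation p = 0.0107, 0.128 adjusted, over 8 mice), and it fell to 0.479 without the mice with the first and the last number, while 5 of the 12 had an unadjusted Pearson p under 0.05. Without those mice r was 0.867 in liver of male IF mice, -0.71 in cortex of male IF mice and 0.683 in cortex of female AL mice. No relation passed after correction, and a drift with the order of sampling is not excluded.

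Across genes, which are not independent replicates, Spearman's rho between the log2 fold changes of male and female mice was 0.191 in liver, -0.0931 in muscle and 0.117 in cortex. The spread of each rho was 0.151, 0.0802 and 0.121 in turn, so these values do not settle its sign. The mean log2 CPM of 15 PPARα targets was 6.14 in AL and 7.69 in IF male liver (exact permutation test, p = 5.83e-04, the smallest the splits can give, 0.00117 adjusted over 6 groups, higher than the median AL mouse in 7 of 7 IF mice), and 6.45 and 6.39 in female liver (p = 0.845). The difference between the sexes in this mean was not tested.

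The mRNA of Serpina1c, 1 of 5 Serpina1 genes, was 3399.5 CPM in AL and 3100.3 CPM in IF liver, a log2 fold change of -0.13 (adjusted p = 0.421), where the paper's protein log2 difference is 0.76. Serpina1d rose with 0.61 (adjusted p = 4.14e-04), the only one of the 5 to pass, also with RLE and with DESeq2. How reads shared between similar genes were counted is not known, so the values of single Serpina1 genes are uncertain. RLE and DESeq2 use the same counts and cannot settle this. In muscle Serpina1c had 0.0949 and 0.0457 CPM, and in cortex 0.00762 and 0 CPM, while the paper's protein log2 differences there are -0.51 and -0.55. No explanation was tested.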
